# Differential Expression Levels of Integrin α6 Enable the Selective Identification and Isolation of Atrial and Ventricular Cardiomyocytes

**DOI:** 10.1371/journal.pone.0143538

**Published:** 2015-11-30

**Authors:** Anne Maria Wiencierz, Manuel Kernbach, Josephine Ecklebe, Gustavo Monnerat, Stefan Tomiuk, Alexandra Raulf, Peter Christalla, Daniela Malan, Michael Hesse, Andreas Bosio, Bernd K. Fleischmann, Dominik Eckardt

## Abstract

**Rationale:**

Central questions such as cardiomyocyte subtype emergence during cardiogenesis or the availability of cardiomyocyte subtypes for cell replacement therapy require selective identification and purification of atrial and ventricular cardiomyocytes. However, current methodologies do not allow for a transgene-free selective isolation of atrial or ventricular cardiomyocytes due to the lack of subtype specific cell surface markers.

**Methods and Results:**

In order to develop cell surface marker-based isolation procedures for cardiomyocyte subtypes, we performed an antibody-based screening on embryonic mouse hearts. Our data indicate that atrial and ventricular cardiomyocytes are characterized by differential expression of integrin α6 (ITGA6) throughout development and in the adult heart. We discovered that the expression level of this surface marker correlates with the intracellular subtype-specific expression of MLC-2a and MLC-2v on the single cell level and thereby enables the discrimination of cardiomyocyte subtypes by flow cytometry. Based on the differential expression of ITGA6 in atria and ventricles during cardiogenesis, we developed purification protocols for atrial and ventricular cardiomyocytes from mouse hearts. Atrial and ventricular identities of sorted cells were confirmed by expression profiling and patch clamp analysis.

**Conclusion:**

Here, we introduce a non-genetic, antibody-based approach to specifically isolate highly pure and viable atrial and ventricular cardiomyocytes from mouse hearts of various developmental stages. This will facilitate in-depth characterization of the individual cellular subsets and support translational research applications.

## Introduction

The four-chambered mammalian heart comprises different muscle cell populations, for example chamber-specific atrial and ventricular cardiomyocytes (CMs). As they differ in origin, electrophysiological properties and gene expression, they are of special interest in heart research and regenerative medicine. Due to the lack of appropriate isolation strategies, the characterization and use of CM subtypes is limited. Several purification methods have been described to enrich CMs, such as physical separation [1], fluorescent reporter or antibiotic resistance genes [2], molecular beacons [3], labeling with mitochondrial dyes [4], or metabolic selection [5]. Aside from a subtype-specific genetic modification, none of these methods facilitate the selective enrichment of atrial or ventricular CMs.

Surface marker-dependent isolation procedures are considered to be highly efficient, less time-consuming, and moreover easily translatable to therapeutic applications. Along this line, the activated leukocyte cell adhesion molecule (ALCAM) is temporarily expressed on the surface of mouse CMs between embryonic day (E) 8.25 and 10.5 [6] and has been used for the enrichment of human PSC-derived CMs [7]. Scavone and co-workers found a transient correlation between ALCAM expression and the expression of the pacemaker-specific, hyperpolarization-activated cyclic nucleotide-gated channel (HCN) 4 during mouse heart development by immunofluorescence [8]. Based on this finding, the authors were capable of isolating mesodermal progenitors from differentiating mouse pluripotent stem cells (PSCs), which were enriched in pacemaker-specific transcripts.

Applying flow cytometry analysis, Pontén and co-workers discovered that the vascular cell adhesion molecule (VCAM) 1 is a transient cell surface marker of mouse embryonic CMs and were able to purify E9.5–11.5 CMs [9]. VCAM-1 was also identified as a CM surface marker by Uosaki et al. and used for the isolation of human PSC-derived CMs [10].

Although the surface marker-dependent isolation of viable CMs using antibodies against ALCAM or VCAM-1 has been delineated, both markers have major drawbacks: first, their usage is restricted to certain stages of development and, second, both markers cannot discriminate between atrial and ventricular CMs.

So far, several intracellular proteins have been used to distinguish atrial from ventricular CMs. Atrial CMs are often specified by the presence of the myosin light chain 2a (MLC-2a, *Myl7*), the T box transcription factor 5 (*Tbx5*), the chicken ovalbumin upstream promoter transcription factor 2 (COUP-TFII, *Nr2f2*) or the connexin-40 (*Gja5*) [11] and by secretion of peptides like the fibroblast growth factor 12 (*Fgf12*) and the atrial natriuretic factor (ANF, *Nppa*) [12,13]. In contrast, ventricular CMs are characterized by the presence of the ventricle-specific MLC-2v (*Myl2*), the hairy-related transcription factor 2 (HRT-2, *Hey2*) or the Iroquois homeobox protein 4 (*Irx4*) [11,14,15].

The spatiotemporal expression of different integrin subunits in the developing mouse heart has been previously described [16], and just recently, Tarnawski and co-workers described a surface-marker combination of integrins α1 (ITGA1), α5 (ITGA5), α6 (ITGA6), and N-cadherin that could distinguish between different cardiomyocyte subtypes at E11.5 of mouse heart development [17].

Based on a surface-marker screen on E13.5 mouse hearts, we introduce ITGA6 to discriminate between atrial and ventricular CMs due to differential protein expression intensities. Using flow cytometry, we unambiguously show a direct correlation of ITGA6 with CM subtype-specific intracellular proteins in the same cell at this stage of mouse heart development.

In contrast to previously described markers, we show that differential ITGA6 expression persists throughout development up to the adult heart. Based on this, we developed isolation strategies using ITGA6 expression in combination with either ERBB-2 co-labeling or a pre-enrichment step to selectively enrich the desired CM subtype out of mixed cell populations.

## Materials and Methods

### Ethical statement

This study was conducted in accordance with the German animal protection law and with the European Communities Council Directive 2010/63/EU for the protection of animals used for experimental purposes. All experiments were approved by the North Rhine Westphalia State Agency for Nature, Environment and Consumer Protection. The permission is issued to Miltenyi Biotec GmbH (84–02.05.20.12.215).

### Dissociation of embryonic and neonatal heart tissue

The animals were maintained under specific pathogen-free conditions according to the recommendations of the Federation of European Laboratory Animal Science Association. Embryonic (CD1, wild-type, E11.5 –E17.5) or neonatal (P2) whole hearts or atrial and ventricular fractions were pooled and dissociated either manually using Collagenase B as described [18] or automated using the Neonatal Heart Dissociation Kit (Miltenyi Biotec) in combination with the gentleMACS™ Dissociator (Miltenyi Biotec). Blood cells were removed by red blood cell lysis or labeled with anti-mouse CD45 and anti-Ter119 antibodies to exclude them from the flow cytometry analysis.

### Antibody-based surface marker screen

Mouse hearts were isolated from embryos (CD1, wild-type, E13.5). The atria were mechanically removed from the ventricles. Both tissues fractions were independently dissociated and screened for surface markers with our in-house antibody library against mouse surface markers. 10^4^ atrial or 10^5^ ventricular cells were incubated with FcR Blocking Reagent (Miltenyi Biotec) and then resuspended in 100 μL of staining solution (antibody plus PBS/0.5% BSA/2 mM EDTA). Incubation for 10 min at 4°C was eventually followed by an incubation of the secondary antibody. To exclude blood cells from the analysis, each sample was co-stained with fluorochrome-coupled antibodies against murine CD45 and Ter119 (all Miltenyi Biotec). A counterstaining with PE rat anti-mouse CD166 (ALCAM) (eBioscience, 1:100) was applied as far as possible. The entire list of tested antibodies, fluorochromes, staining titers, and respective co-labeling are provided in S1 Table. Partial or full overlap with ALCAM expression indicated candidate markers for CMs (enrichment) or non-myocytes (depletion). The ratio of cells labeled with the antibody of interest served as a secondary criterion. The labeled cells were resuspended in an adequate volume of staining buffer for flow cytometry analysis. Staining and measurement were performed in 96-well U bottom plates. Samples were measured on a MACSQuant^®^ Analyzer (Miltenyi Biotec). Doublets, cell debris and dead cells (identified by propidium iodide, Sigma, 20 μg/mL) were excluded from the analysis. Analysis gates were set according to unstained or secondary antibody controls. Labeling frequencies were calculated by subtraction of the background value of the corresponding control sample. Negative values were set to 0.00.

### Flow cytometry analysis

Cells obtained from dissociated hearts were incubated with FcR Blocking Reagent (Miltenyi Biotec) and then labeled with antibodies in buffer (PBS/0.5% BSA/2 mM EDTA) for 10 min at 4°C. Sarcomeric proteins were co-labeled after fixation and permeabilization (Inside Stain Kit, Miltenyi Biotec), samples were measured on a MACSQuant^®^ Analyzer (Miltenyi Biotec). Doublets, cell debris and blood cells were excluded from the analysis. When measuring non-fixed samples, dead cells were identified by propidium iodide (PI; Sigma, 20 μg/mL) and excluded from the analysis. Analysis gates were set according to unstained, fluorescence minus one (FMO) or secondary antibody controls. For ITGA6 labeling the PE, APC, or FITC rat anti-human and mouse CD49f antibodies (clone GoH3) were used (all Miltenyi Biotec,1:11). For ITGA5 labeling the PE rat anti-mouse CD49e antibody (clone 5H10-27, BD Pharmingen, 1:50) was used. Other antibodies used: PE, APC, FITC or VioBlue^®^ rat anti-mouse CD45 (clone 30F11), rat anti-mouse Ter119 (clone Ter-119), rat anti-mouse IgG1 (clone X-56), rat anti-mouse IgG2ab (clone X-57) (all Miltenyi Biotec,1:11); PE rat anti-mouse ErbB-2/Her2 (clone 666521, R&D Systems, 1:10); mouse anti-(sarcomeric) alpha actinin (clone EA-53, isotype IgG1, unconjugated, Sigma, 1:800; FITC-conjugated, 2 μg/mL), mouse anti-MLC-2A (clone 56F5, isotype IgG2b, Synaptic systems, 1:100), mouse anti-MLC-2V (clone 330G5, isotype IgG2a, Synaptic Systems, 1:100); Alexa Fluor^®^ 488 goat anti-mouse IgG (H+L) (polyclonal, Invitrogen, 1:400).

### Flow sorting of embryonic and neonatal cardiomyocytes

Cells obtained from embryonic mouse hearts (E15.5) were labeled with the PE rat anti-mouse ErbB-2/Her2 (clone 666521, R&D Systems, 1:10) only or co-labeled with PE rat anti-mouse ErbB-2/Her2 (clone 666521, R&D Systems, 1:10) and the FITC rat anti-human and mouse CD49f (clone GoH3, Miltenyi Biotec, 1:11). Cells were resuspended in buffer and sorted on a FACSVantage SETM cell sorter (BD). Dead cells were excluded by PI staining. Sorting gates were set on PI^-^/ERBB-2^+^ cells only or on PI^-^/ERBB-2^+^/ITGA6^low^ and PI^-^/ERBB-2^+^/ITGA6^high^ cells. Neonatal CMs were purified from P2 neonatal mouse hearts using the Neonatal Cardiomyocyte Isolation Kit, mouse (Miltenyi Biotec). The enriched CM fraction was then labeled with the PE-conjugated CD49f antibody, resuspended in buffer and sorted on a FACSVantage SE^TM^ cell sorter (BD). Sorting gates were set on PI^-^/ITGA6^low^ and ITGA6^high^ cells. Flow cytometry analysis before and after cell sorting was performed on a MACSQuant^®^ Analyzer (Miltenyi Biotec). Sorted cell fractions were seeded on fibronectin-coated 24 multi-well plates at a density of 2–4 x 10^5^ cells per well and cultivated for up to 48 h (DMEM, Miltenyi Biotec; 10% FCS, PAA; 1x Penicillin/Streptomycin, PAA).

### Immunofluorescence analysis of sorted embryonic cardiomyocytes

ERBB-2^+^/ITGA6^low^ and ITGA6^high^ sorted cell cultures were fixed with 4% PFA (15 min, room temperature) and blocked with 5% goat serum (Sigma) in PBS/0.01% Triton at 4°C over night. Cells were labeled by sequential incubations with the primary antibody (45 min; mouse anti-(sarcomeric) alpha actinin antibody, Sigma, 1:800; Ki-67, BD Pharmingen, 1:100), the secondary antibody (30 min; Alexa Fluor^®^ 594 goat anti-mouse IgG (H+L), Invitrogen, 1:400) and the nuclear dye (5 min; TOTO-3 iodide, Invitrogen, 1:800; DAPI, Sigma, 1:50,000). Cells were analyzed with a Nikon Eclipse TS100 with T1-FM epi-fluorescence attachment (Nikon) or an LSM710 (Zeiss). DAPI^+^ and Ki-67^+^ nuclei were manually counted for both fractions and calculated as ratio of Ki-67/DAPI.

### Gene expression analysis of sorted embryonic and neonatal cardiomyocytes

E15.5 ERBB-2^+^/ITGA6^low^ and ERBB-2^+^/ITGA6^high^ cells as well as P2 ITGA6^low^ and ITGA6^high^ CMs were sorted from mouse hearts in four independent experiments each and subjected to gene expression analysis using Agilent Whole Mouse Genome Oligo Microarrays (8x60K, Design ID 028005) as previously described [19,20]. In brief, total RNA was isolated using the NucleoSpin RNA Kit (Macherey-Nagel) and amplified and labeled with the Low Input Quick Amp Labeling Kit (one-color, Agilent Technologies). Cy3-labeled fragmented cRNA was hybridized over night (17 hours, 65°C) to the microarrays. The obtained data were quantile normalized and transformed to logarithms to the base of 2. Hierarchical clustering was conducted using the MultiExperimentViewer 4.9.0. Differentially expressed genes were determined by a combination of statistical tests (ANOVA, Benjamini-Hochberg correction for multiple testing p ≤ 0.05, Tukey post-hoc test p ≤ 0.05) and effect size (3x). The mRNA data discussed in this publication has been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE57131 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57131).

### Whole-cell patch clamp analysis of sorted embryonic cardiomyocyte subtypes

E15.5 hearts were flow sorted using a BD Influx or BD Aria III, re-plated and cultivated for two days (IMDM w/ 20% FCS, 0.1 mM non essential amino acids, 50 μg/ml penicillin and streptomycin, 0.1 mM β-mercaptoethanol). Action potentials from spontaneously beating CMs were recorded using the patch clamp technique in the current clamp configuration, as reported previously [21]. All experiments were performed at 37°C. Cells were tested for voltage activated channels by running 250 ms lasting depolarizing ramps from -120 mV to 50 mV (holding potential: -50 mV) in the voltage-clamp mode. Statistical analysis was performed using unpaired t-tests with Graph Pad Prism 5 and LabChart 7 (AD Instruments) software for data analysis. Cells were analyzed from three independent flow sorting experiments and the results are expressed as mean ± standard error of the mean (SEM); a value of p ≤ 0.05 was considered significant.

## Results

### Antibody-based surface marker screen on embryonic mouse heart

We considered embryonic mouse hearts of E13.5 as a good model system to study developing CM subtypes because the four-chambered heart is established at this developmental stage while the CMs are still immature. In order to identify CM subtype-specific surface markers, we mechanically removed atria from ventricles. Both tissue fractions were independently dissociated and analyzed (S1A and S1B Fig). Using this model system we carried out a surface marker screen with 170 anti-mouse antibodies on both tissue fractions. The entire list of tested antibodies, staining conditions and frequencies are provided in S1 Table.

From the candidates we first selected antibodies that labeled more than 10% of non-blood cells in at least one of the cardiac chamber fractions resulting in a list of 51 antibodies (Fig 1A). Next we chose antibodies either detecting co-expression with ALCAM, previously described as CM marker [6, 7, 8], or marking a strong difference of antigen expression between atria and ventricles. Validation experiments analyzed potential co-expression of cardiac troponin T and the respective surface marker candidates.

**Fig 1:**
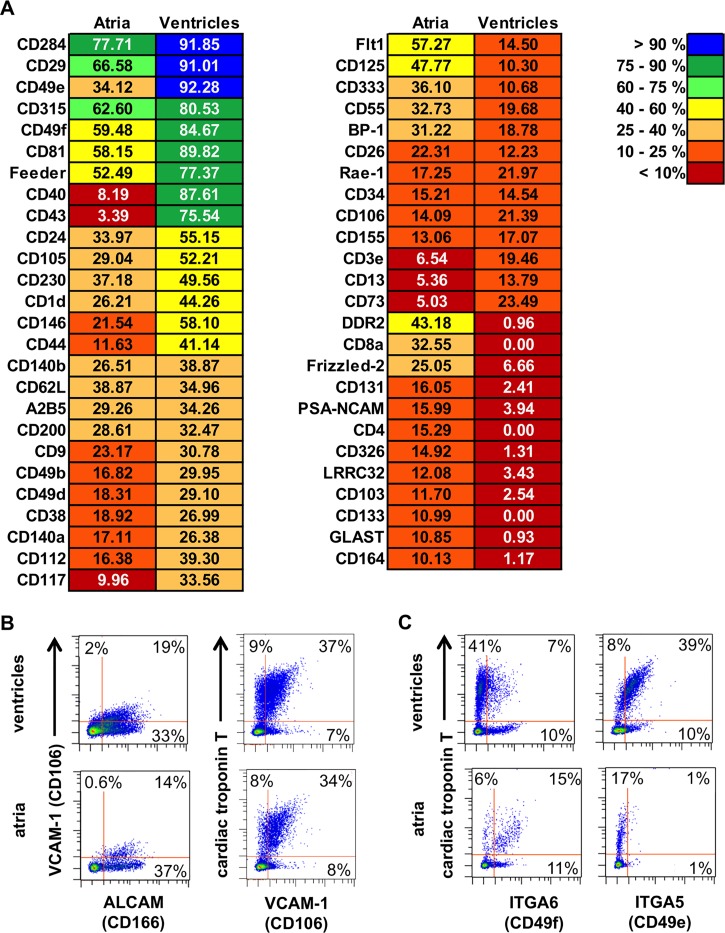
Antibody-based surface marker screening of mechanically separated atrial and ventricular fraction (E13.5). **(A)** List of all markers that were expressed by a minimum of 10% of the cells from either atrial or ventricular cells. The expression frequency is color-coded. **(B)** Density plots, left panel, co-labeling of ALCAM and VCAM-1 on both fractions as resulted from the antibody screen. Right panel, validation of VCAM-1 as CM marker by co-labeling of VCAM-1 with cardiac troponin T. **(C)** Density plots, validation of differential expression of ITGA6 (left panel) and ITGA5 (right panel) by co-labeling with an antibody against cardiac troponin T.

As expected, we observed a full overlap of ALCAM and VCAM-1, previously described as transient surface marker of embryonic CMs [9]. We could show that at this stage of development 80% of the CMs in both fractions co-express VCAM-1 (Fig 1B). Apart from VCAM-1 we noticed additional candidates associated with endothelium. The liver sinusoidal endothelial cell marker LSEC (CD146) was found on E13.5 CMs in both fractions, but its expression was neither restricted to CMs nor differentially expressed in the atrial and ventricular fraction (S1C Fig). The endothelial cell marker Endoglin (CD105) although expressed in embryonic heart was absent from CMs at this stage (S1C Fig). Therefore, both markers were not further investigated.

We also noticed expression of several integrin chains among the 51 markers. Whereas ITGA2 (CD49b) was not expressed on embryonic CMs (S1C Fig), two integrin α chains, α5 (ITGA5, CD49e) and α6 (ITGA6, CD49f), were strongly expressed on and highly differed between the atrial and ventricular fraction. Validation experiments revealed a bright ITGA6 staining on CMs in the atrial cell fraction (Fig 1C, left panel). In contrast to this, co-labeling with the antibody against ITGA5 resulted in a distinct staining of the ventricular CMs (Fig 1C, right panel). Therefore, we focused on ITGA5 and ITGA6 to further investigate their differential cardiac expression pattern.

### ITGA5 and ITGA6 are differentially expressed on atrial and ventricular cardiomyocytes

After the initial screening and validation experiments on chamber fractions, we next analyzed expression of ITGA5 and ITGA6 in whole heart preparations. As exemplary shown in Fig 2 virtually all E13.5 CMs expressed ITGA6 (Fig 2A) and ITGA5 (Fig 2B). ITGA6-expressing CMs segregated into a subpopulation with low fluorescence intensity (ITGA6^low^) and one with high fluorescence intensity (ITGA6^high^) (Fig 2A): 77.9% of CMs (24.4% of heart cells) were ITGA6^low^ and 22.1% of CMs (6.9% of heart cells) were ITGA6^high^. Similar to ITGA6, ITGA5-positive CMs could be subdivided into two populations based on their fluorescence intensity. As depicted in Fig 2B, 64.6% of CMs (21.7% of heart cells) were ITGA5^high^ and 35.4% of the CMs (11.9% of heart cells) were ITGA5^low^.

**Fig 2:**
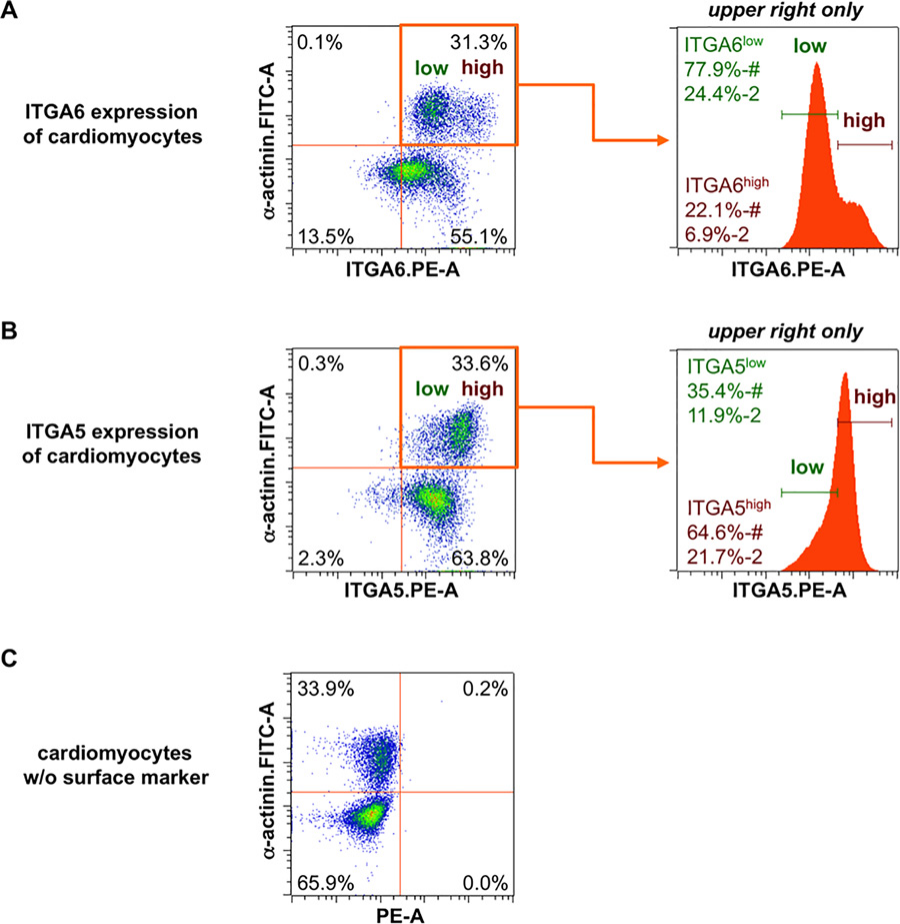
Embryonic cardiomyocytes co-express ITGA5 and ITGA6. E13.5 mouse hearts were manually dissociated and co-labeled with antibodies against ITGA6 and α-actinin **(A)** or ITGA5 and α-actinin **(B)**. Histograms display surface marker expression of the upper right quadrant only. Surface marker segregate low (green) and high (red) expressing CMs. **(C)** FMO control, intracellular labeling of CMs without surface marker staining. “%” and “%-#” refer to the current gate, “%-2” refers to the parent gate.

When comparing the ITGA6 expression pattern in whole-hearts with atrial and ventricular preparations we detected two peaks for CMs in whole-heart preparations, but only one peak of high fluorescence intensity in the atrial and one of low intensity in the ventricular tissue fraction (Fig 3A). Regarding ITGA5 expression we found one tailing peak in whole-heart preparations, which could be split into one at low intensity for the atrial and one at high intensity for the ventricular preparation.

**Fig 3:**
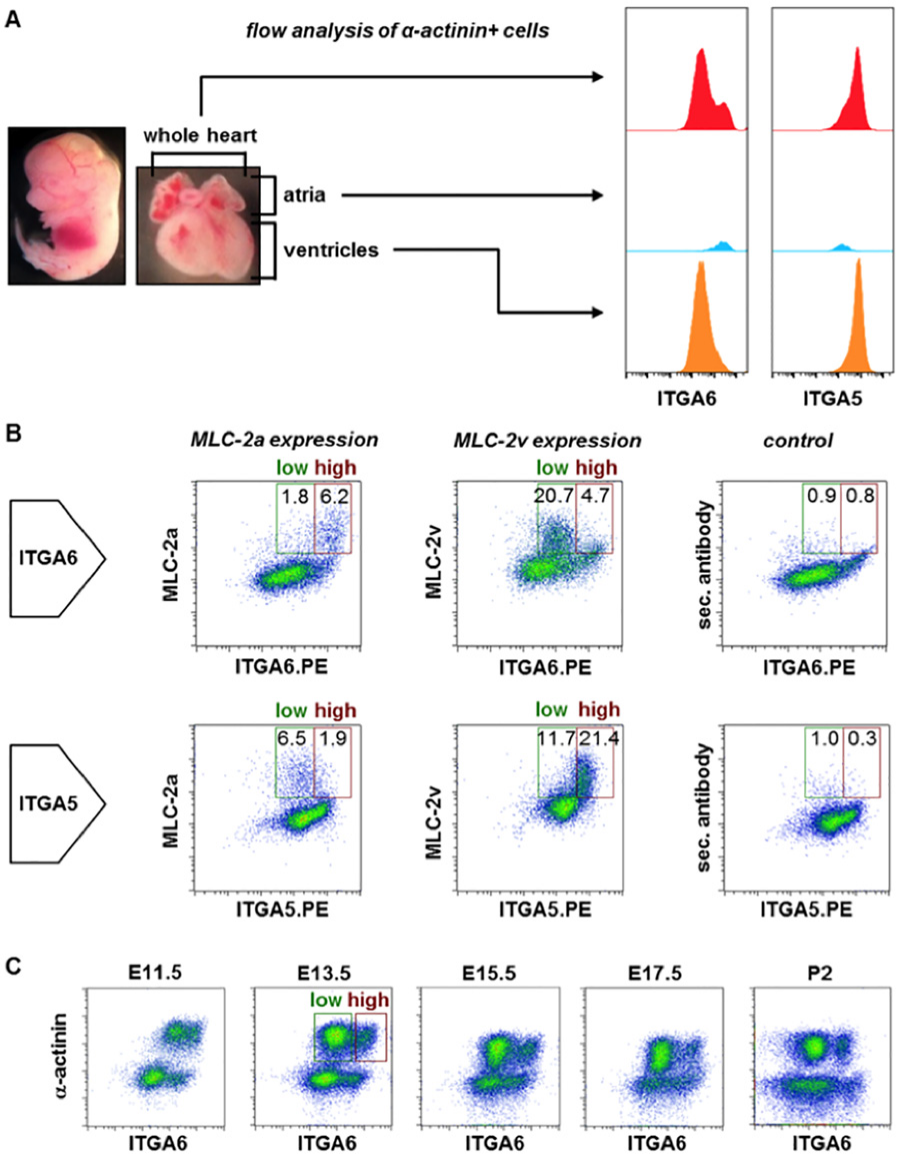
Differential expression of ITGA5 and ITGA6 on atrial and ventricular cardiomyocytes. **(A)** E13.5 whole hearts and mechanically separated atrial and ventricular tissue were co-labeled for ITGA6 or ITGA5 and α-actinin. Histograms, ITGA6 or ITGA5 expression gated on α-actinin+ cells. **(B)** E13.5 whole-heart preparations co-stained with antibodies against ITGA6 or ITGA5 and MLC-2a or MLC-2v (labeled with AlexaFluor^®^ 488 goat anti-mouse IgG). Analysis gates set according to the secondary antibody control. Rectangles indicate ITGA6 low (green) and high (red) expressing myocytes. **(C)** Co-labeling of E11.5 –P2 mouse hearts for ITGA6 and α-actinin.

Next we co-labeled ITGA5 or ITGA6 with chamber-specific MLC-2a and MLC-2v antibodies (Fig 3B). Gating boundaries of MLC-2a and -2v staining were set according to the secondary antibody control (S2A Fig). MLC-2a^+^ cells co-expressed ITGA6^high^ (6.2%) and ITGA5^low^ (6.5%), whereas MLC-2v expression correlated with ITGA5^high^ (21.4%) and ITGA6^low^ (20.7%). This corresponded to our previous finding, and we concluded that antibodies against both surface markers could be used to separate atrial and ventricular embryonic CMs based on fluorescence intensity after respective antibody labeling. We focused on ITGA6 and investigated its expression at various stages of cardiogenesis (Fig 3C, S2B Fig). Antibody labeling revealed a differential ITGA6 fluorescence intensity of atrial and ventricular CMs as early as E11.5, which increased with age up to P2.

In addition, we tested atrial and ventricular fractions from P8 as well as from adult mouse hearts in order to evaluate whether differences in fluorescence intensity between atrial and ventricular CMs were restricted to the developing or conserved in adult heart. As shown in S2C Fig we detected only one broad peak for the CMs in the whole-heart preparations of P8 mice. But, as depicted in the histogram overlay of atrial and ventricular ITGA6 expression, there still was a higher fluorescence intensity of atrial CMs than of ventricular CMs (S2C Fig). The same applied to CMs isolated from adult atria and ventricles (S2D Fig). However, the difference in fluorescence intensity was lower than at the P2 stage.

As flow cytometry analysis indicated that ITGA6 was not restricted to CMs, but could be found on other heart cells, we sought to either combine the subtype-specific marker with a surface marker labeling all CMs or to apply a depletion strategy to remove all cardiac non-myocytes.

### Selective enrichment of embryonic and neonatal cardiomyocyte subtypes

We analyzed the expression of known CM surface markers such as ALCAM and VCAM-1 [6,9] and included ERBB-2 into the analysis due to its important role in CMs and heart development [22]. In full agreement with earlier reports, single cell analysis of mouse hearts of various developmental stages confirmed highly regulated expression of ALCAM and VCAM-1 with restriction to CMs at E11.5. Moreover, we found CM-restricted expression of ERBB-2 at E15.5 (S3 Fig, S1 Methods). In fact, ERBB-2 flow sorting of E15.5 hearts resulted in a potent enrichment of CMs in the ERBB-2^+^ fraction (94.6% ERBB-2^+^/α-actinin^+^); only 1.7% CM were retained in the ERBB-2^-^ fraction (Fig 4A). We therefore combined ERBB-2 with ITGA6 and sorted embryonic hearts into ERBB-2^+^/ITGA6^low^ (EL) and ERBB-2^+^/ITGA6^high^ cells (EH) (Fig 4B). As depicted in Fig 4C, this led to a high enrichment of CMs in both populations: the α-actinin frequency increased from 75% in the unsorted whole-heart preparation to 99% and 98% in EL and EH, respectively. As indicated by MLC-2a labeling, EL and EH highly differed in their composition. From initial 9.4% in the whole heart MLC-2a frequency was elevated up to 70% in the EH fraction and reduced down to 1.6% in the EL population.

**Fig 4:**
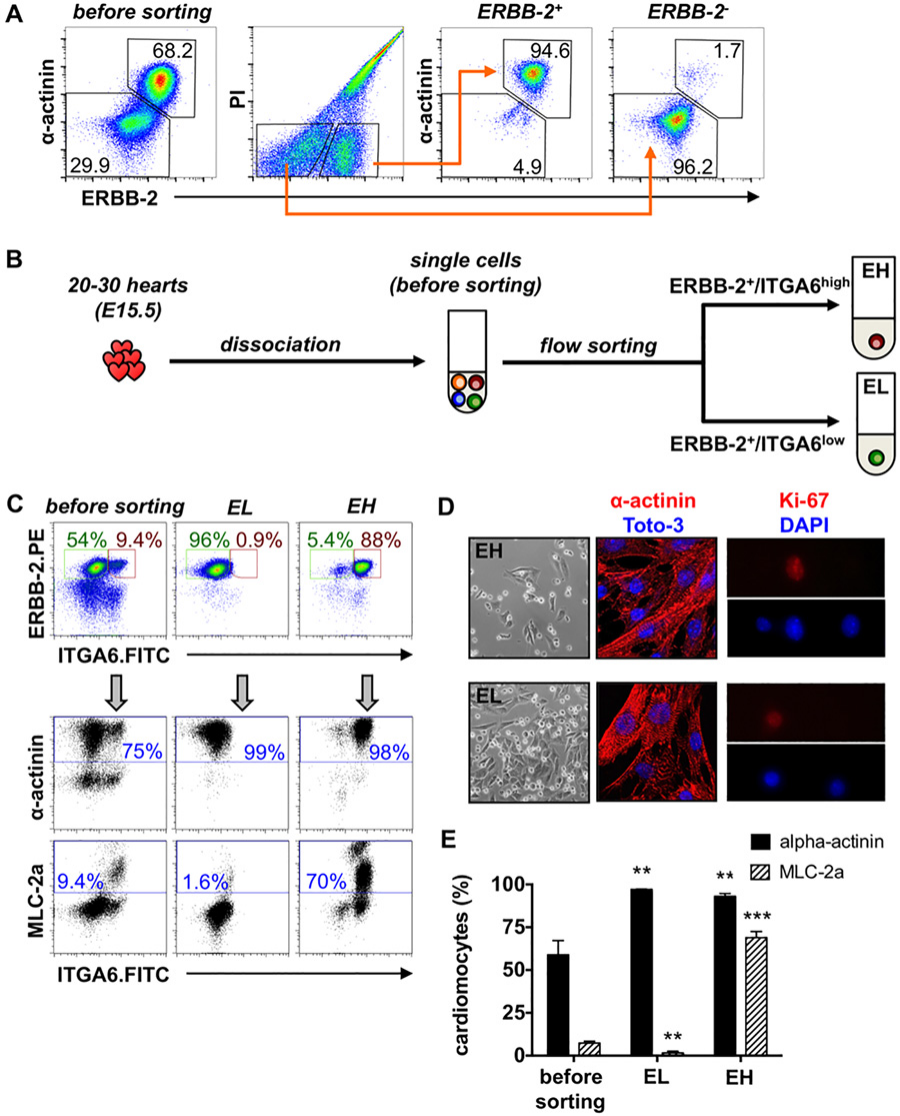
Selective enrichment of embryonic atrial and ventricular cardiomyocytes. **(A)** E15.5 CMs were purified by sorting of whole-heart suspensions into PI^-^/ERBB-2^+^ and PI^-^/ERBB-2^-^ cells. **(B)** E15.5 mouse hearts were dissociated and sorted into ERBB-2^+^/ITGA6^low^ (EL) and ERBB-2^+^/ITGA6^high^ (EH) cells. **(C)** Density plots, distribution of the cells before and after sorting. Dot plots, co-staining of the fractions with pure antibodies against α-actinin and MLC-2a (labeled with APC rat anti-mouse IgG1 or IgG2ab). **(D)** Sorted fractions were plated on fibronectin-coated dishes. Cells were attached after one day; most of them flattened but some still round. Immunofluorescence analysis of plated cells one day after sorting in terms of α-actinin cross-striation (mid panel) and of Ki-67 expression (right panel). **(E)** Statistical analysis of the CM subtype isolation with regard to the content of α-actinin and MLC-2a before and after sorting. Data are expressed as mean ± SD, n = 4. *t*-test for paired samples with** p ≤ 0.01, *** p ≤ 0.001 vs. before sorting.

The sorted cells were viable, could be cultivated and exhibited spontaneous contractions 24 h after plating (Fig 4D, S1 and S2 Videos). CM identity was confirmed by the typical cross-striated α-actinin staining pattern in all cells of both fractions (Fig 4D). Cell cycle activity of the sorted cells was analyzed by Ki-67 staining: 28 out of 205 nuclei expressed Ki-67 in the EL fraction (= 13.7%) and 42 out of 238 in the EH fraction (= 17.7%). Walsh and co-workers [23] determined a Ki-67 labeling index of ~12% for E14.5 mouse hearts which confirms our findings.

As ALCAM, VCAM-1 as well as ERBB-2 expression decreased after birth (S3 Fig), the two-marker sorting strategy was restricted to embryonic hearts. Therefore, neonatal CMs were first purified using magnetic cell sorting (Fig 5A), and second, were separated into CM subtypes based on ITGA6 expression intensities, i.e. ITGA6^low^ (PL) and ITGA6^high^ cells (PH). As expected from the previous experiments, the two fractions highly differed with regard to MLC-2a expression: 70% MLC-2a^+^ cells in PH, 4% MLC-2a^+^ in PL (Fig 4B). Altogether, both isolation strategies repeatedly resulted in a highly selective enrichment or depletion of MLC-2a^+^ cells from mouse hearts (Figs 4E and 5C).

**Fig 5:**
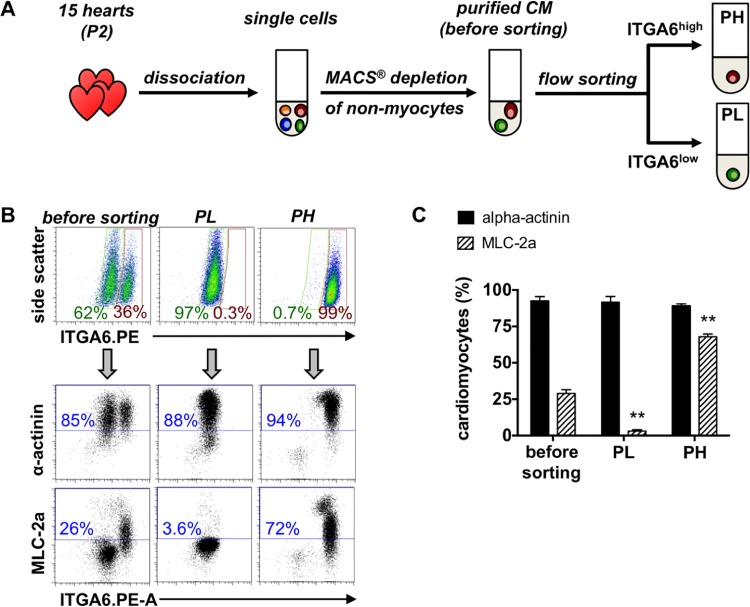
Selective enrichment of neonatal atrial and ventricular cardiomyocytes. **(A)** P2 hearts were dissociated, depleted from cardiac non-myocytes and then sorted into ITGA6^low^ (PL) and ITGA6^high^ (PH) cells. **(B)** Density plots, distribution of cells before and after sorting. Dot plots, staining of the fractions for α-actinin and MLC-2a (labeled with APC anti-mouse IgG1 or IgG2ab). **(C)** Statistical analysis of α-actinin and MLC-2a before and after sorting. Data are expressed as mean ± SD, n = 3. *t*-test for paired samples with ** p ≤ 0.01 vs. before sorting.

### Embryonic and neonatal ITGA6^high^ and ITGA6^low^-sorted cardiomyocytes display atrial and ventricular gene expression patterns, respectively

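Cells of mouse hearts at embryonic day (E) 15.5 that carried the CM surface marker ERBB-2 were flow sorted by their level of the integrin α6 chain (ITGA6, CD49f) into ERBB-2+/ITGA6 low (EL) and ERBB-2+/ITGA6 high (EH) cells. At postnatal day (P) 2, cells were first depleted of non-myocytes with magnetic beads and then sorted into ITGA6 low (PL) and ITGA6 high (PH) cells. An experiment pooled the hearts of 20 to 30 embryos or of 15 newborns from wild-type mice, and at least 50000 cells were sorted per fraction. RNA was measured in 4 samples of each of the 4 groups, 16 samples in all, each on a microarray of its own. The samples are numbered 2, 3, 6 and 8 in EL and EH, and 2, 3, 4 and 5 in PL and PH. Cy3-labeled cRNA amplified from 10 ng RNA was hybridized to one-color Agilent microarrays with 60-base probes.

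The authors deposited the scanner output of every microarray, made with Agilent's Feature Extraction software, and their own normalized log2 values. The values given here start from the processed signal intensity of each spot, from which that software had already subtracted the background. Spots that the software marked as outliers were left out, the remaining spots of a probe were averaged, and the 55681 probes were quantile normalized across the 16 microarrays and transformed to log2, as in the methods. The software also marks whether a spot is well above background. In EL, 38.9% to 41.0% of the probes were well above background per microarray (median 39.1%). This share was 40.9% to 46.5% in EH (median 42.3%), 35.7% to 39.8% in PL (median 37.6%) and 37.0% to 40.6% in PH (median 38.4%). The number of saturated spots was 0.

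A mean per group was fitted to the log2 values of every probe with limma, and the contrasts EH against EL and PH against PL were tested with Benjamini-Hochberg adjustment over all 55681 probes. Probes with an adjusted p of at most 0.05 and a fold-change of at least 3 were called differentially expressed. Signals are given as normalized signal intensities on the linear scale (mean ± SD, n = 4 microarrays), and fold-changes as differences between group means of log2 values with limma's standard error. Where a probe was well above background on 0 microarrays of the dimmer group, the fold-change has only a lower bound. The bound sets the mean of the brighter group against, on each microarray of the dimmer group, the higher of the lowest signal among probes well above background and the signal of the probe itself, and is written as "at least". With 4 microarrays against 4, a two-sided exact permutation test gives a p of at least 0.0286. The EL and EH microarrays lay on 2 slides that each held both groups and were scanned on 2 days. All PL and PH microarrays lay on 1 further slide. Each slide therefore held both fractions of its stage, in unequal numbers at E15.5, and the slide was added to the fit only as an alternative, whereas a difference in level between E15.5 and P2 cannot be told apart from a difference between slides.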

To further characterize the subpopulations, cells were sorted from E15.5 and P2 mouse hearts in quadruplicates and subjected to microarray analysis. 

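Pearson correlation coefficients were computed for all 120 pairs of microarrays over the log2 normalized signals of the 55681 probes. These are correlations across probes, which are not independent replicates. Within a group, the coefficients lay between 0.981 and 0.988 in EL, 0.978 and 0.986 in EH, 0.976 and 0.986 in PL, and 0.980 and 0.985 in PH. Between the fractions of a stage, the median coefficient was 0.974 for EL with EH and 0.967 for PL with PH. Between the stages, it was 0.964 for EL with PL and 0.968 for EH with PH. It was lowest, at 0.957, for EH with PL, and was 0.961 for EL with PH. The highest coefficient between microarrays of different groups, 0.979 for a pair of EL and EH, lay above the lowest coefficient within a group, 0.976 for a pair of PL. When only the 22250 probes well above background on all 4 microarrays of at least 1 group were used, the highest coefficient between groups was 0.967 and the lowest within a group 0.971.

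**Figure D1:**
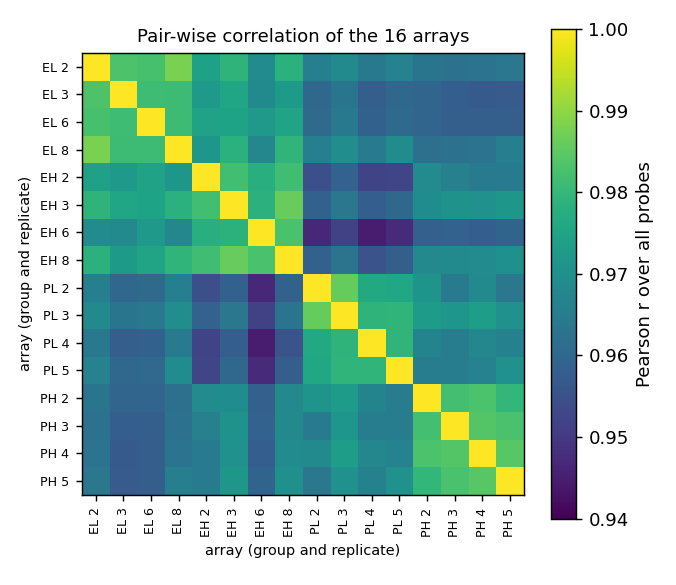
Pearson correlation coefficients (color scale, no unit) between the log2 normalized signals of the 16 microarrays, which are ordered by group (EL, EH, PL, PH) on both axes. Coefficients within a group, in the blocks along the diagonal, lie at 0.976 or above, and those of EH with PL are the lowest, with a median of 0.957.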

A correlation analysis of the complete dataset resulted in a clear separation of the different sample groups (S4 Fig). 

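*Tnnt2*, which encodes cardiac troponin T of the thin filament, was measured by a probe on chromosome 1 of the genome build mm9 between 137747976 and 137748288. Its normalized signal intensity was 104726 ± 7094 (SD, n = 4) in EL and 122378 ± 4802 (n = 4) in EH. The log2 fold-change of 0.23 (standard error 0.0856) had an adjusted p of 0.156 from limma, although every EH microarray lay above every EL microarray. In P2 cells the signal was 155885 ± 16429 in PL and 143409 ± 12237 in PH, a log2 fold-change of -0.12 (adjusted p = 0.533). When each microarray was scaled to its 75th percentile in place of quantile normalization, the log2 fold-change of *Tnnt2* became -0.15 in EH and -0.57 in PH, the latter with an adjusted p of 0.0058. Over all alternatives the adjusted p in PH ranged from 0.0058 to 0.825.

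The probe of *Nkx2-5*, a homeobox transcription factor of the cardiac lineage, lies on chromosome 17 between 26975621 and 26975680. Its signal was 5424 ± 283 in EL, 6255 ± 189 in EH, 4679 ± 795 in PL and 5836 ± 895 in PH (SD, n = 4 each). The log2 fold-change was 0.21 in EH (standard error 0.123, adjusted p = 0.452) and 0.32 in PH (adjusted p = 0.135). In PH the adjusted p fell to 0.0499 with the normexp background correction and to 0.0275 with the experiment as a block, within a range of 0.0275 to 1 over all alternatives, and the change remained below 3-fold.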

The normalized signal intensities for general CM markers such as cardiac troponin T (*Tnnt2*) and NK2 homeobox 5 (*Nkx2-5*) were high and did not significantly vary between ITGA6^low^ (EL, PL) and ITGA6^high^ cells (EH, PH) (Fig 6A). However, several genes were restricted to one of the sorted fractions. For example, ventricle-specific transcripts *Hey2* or *Irx4* could be detected in EL and PL, but not or only at very low levels in EH and PH cells. In contrast, several genes associated with atrial myocytes were found to be weakly or not at all expressed in the EL and PL fractions, but were highly expressed in the EH and PH fractions, among them *Fgf12* and *Nr2f2* (encoding COUP-TFII).

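The *Hey2* probe (chromosome 10 of mm9, 30552729 to 30552788) measures a transcriptional repressor of the Hairy family. Its normalized signal intensity was 249.7 ± 38.2 (SD, n = 4) in EL and 247.7 ± 86.8 in PL, and it was well above background on all of these microarrays. In EH the signal was 10.6 ± 8.61, with 1 of 4 microarrays well above background, and in PH it was 3.50 ± 0.0161, with 0 of 4. The log2 fold-change in EH was -4.95 (standard error 0.472, limma adjusted p = 1.33e-05). The group means give a 30.8-fold lower signal, but the EH mean includes 3 microarrays that were not well above background, so that the size of this fold-change rests mostly on signals near background. In PH the signal was at least 14.6-fold lower than in PL (adjusted p = 8.9e-07).

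The homeobox gene *Irx4* (probe on chromosome 13 between 73406712 and 73406771) was well above background on all 16 microarrays. Its signal was 1995 ± 148 in EL and 403.6 ± 51.8 in EH, a 4.96-fold difference (log2 fold-change -2.31, standard error 0.130, adjusted p = 1.83e-07). In P2 cells it was 3083 ± 528 in PL and 64.5 ± 7.79 in PH, a 47.5-fold difference (log2 fold-change -5.57, adjusted p = 3.59e-11). For both genes, every microarray of the ITGA6 low fraction lay above every microarray of the ITGA6 high fraction of its stage.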

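*Fgf12*, a member of the fibroblast growth factor family that remains inside the cell, was measured by a probe on chromosome 16 of mm9 between 28160281 and 28160340. Its normalized signal intensity was 1059 ± 85.3 (SD, n = 4) in EH and 4113 ± 486 in PH. In EL it was well above background on 0 of 4 microarrays, so that the signal in EH was at least 70.8-fold higher (log2 fold-change 7.09, standard error 0.491, limma adjusted p = 9.05e-07). In PL the signal was 52.1 ± 44.7 and well above background on 2 of 4 microarrays, a log2 fold-change of 6.74 in PH (adjusted p = 4.95e-07). Another *Fgf12* probe on the microarray, which is the probe behind Table 1, was at least 39.1-fold higher in EH, with EL well above background on 0 of 4 microarrays, and 122.9-fold higher in PH, with PL well above background on 2 of 4.

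The *Nr2f2* probe lies on chromosome 7 between 77496873 and 77496932. Its signal was 60.2 ± 11.8 in EL and 1407 ± 80.9 in EH, a 23.7-fold difference (log2 fold-change 4.57, standard error 0.208, adjusted p = 3.14e-08), and it was well above background on all microarrays of both groups. In P2 cells the signal rose from 16.2 ± 5.86 in PL, where it was well above background on 0 of 4 microarrays, to 1180 ± 53.4 in PH. This is at least 58.5-fold (log2 fold-change 6.26, adjusted p = 4.07e-10). In both stages, all microarrays of the ITGA6 high fraction lay above those of the ITGA6 low fraction for both genes. The fold-changes of these dim levels depended on the background correction: with normexp, that of *Fgf12* in EH was 4.00 and that of *Nr2f2* in PH 3.88 on the log2 scale, both still past the threshold.

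**Figure D2:**
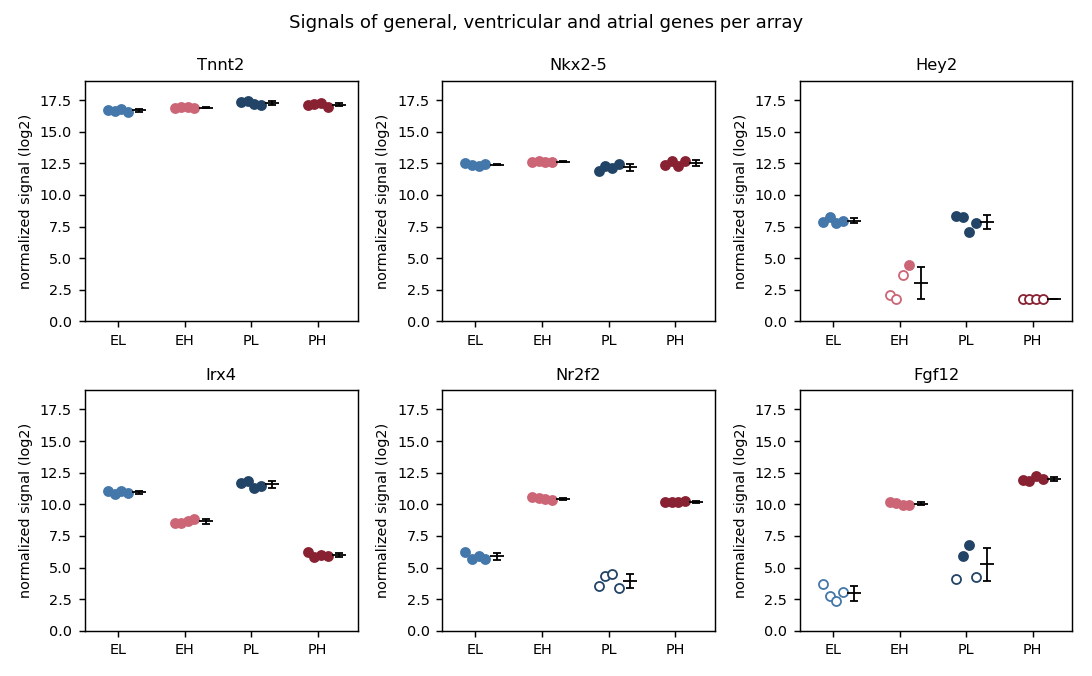
Log2 normalized signals of *Tnnt2*, *Nkx2-5*, *Hey2*, *Irx4*, *Nr2f2* and *Fgf12*, 1 panel per gene, with 1 point per microarray (n = 4 per group) and the groups EL, EH, PL and PH on the horizontal axis. Open circles are microarrays on which the probe was not well above background, and bars show the mean ± SD; *Hey2* and *Irx4* lie lower and *Nr2f2* and *Fgf12* higher in EH and PH than in EL and PL, whereas the *Tnnt2* and *Nkx2-5* panels show log2 fold-changes of 0.32 or less.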

**Fig 6:**
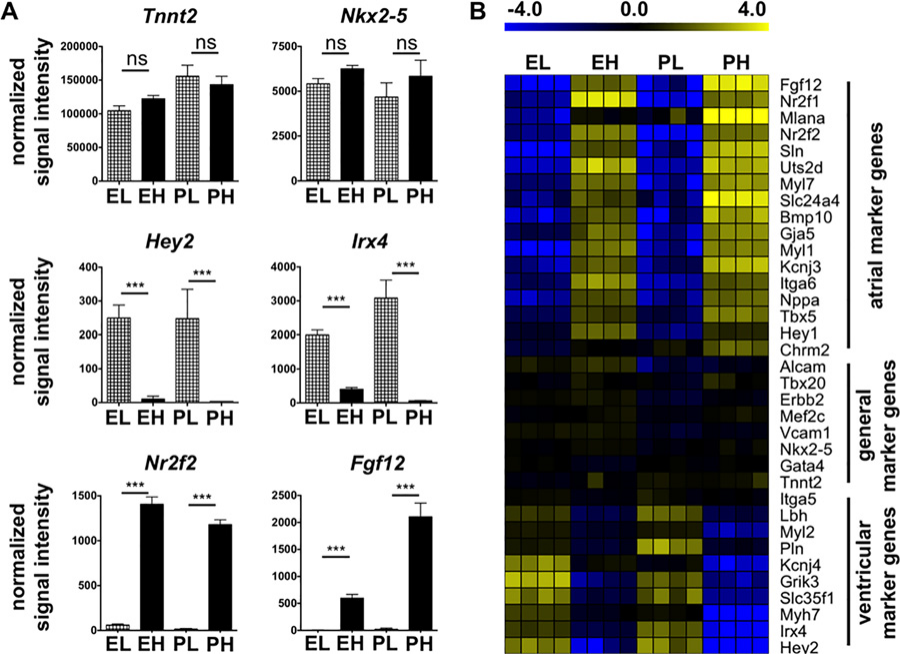
Gene expression analysis of sorted cells confirms selective enrichment of atrial and ventricular cardiomyocytes. **(A)** Normalized signal intensities of CM-specific marker genes: general CM-specific *Tnnt2* and *Nkx2-5*, ventricle-specific *Hey2* and *Irx4*, atrium-specific *Nr2f2* and *Fgf12*. Data are expressed as mean ± SD, n = 4. Statistical analysis: ANOVA, Benjamini-Hochberg correction for multiple testing p ≤ 0.05, Tukey post-hoc test *** p ≤ 0.001, ns = not significant. **(B)** Heat-map shows median-centered log2-transformed signal intensities of selected genes. The color code indicates expression relative to the gene-wise median of all samples. Abbreviation: EL = E15.5 ERBB-2^+^/ITGA6^low^, EH = E15.5 ERBB-2^+^/ITGA6^high^, PL = P2 ITGA6^low^, PH = P2 ITGA6^high^.

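At E15.5, 654 probes were higher and 253 lower in EH than in EL, with a limma adjusted p of at most 0.05 and a fold-change of at least 3 over 55681 probes. At P2, 966 probes were higher and 510 lower in PH than in PL. The difference between the fold-changes of the stages was tested as an interaction in the same fit. It was past the same limits for 670 probes, of which 335 changed in the positive and 335 in the negative direction from E15.5 to P2, and 209 of them were well above background on all 16 microarrays. Of the probes higher in EH, 328 were not called higher in PH, and 640 of those higher in PH were not called higher in EH. Of the probes lower in EH, 124 were not called lower in PH, and 381 of those lower in PH were not called lower in EH.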

Differentially expressed genes were determined by a combination of statistical tests and effect size (3-fold). 329 genes were higher expressed in EH and PH compared to EL and PL, 129 genes were lower expressed (S2 and S3 Tables). 

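In the re-analysed microarrays, 326 probes were higher in EH and PH than in EL and PL, and 129 were lower. These are probes of 240 and 93 gene names and 41 and 22 of the probes carry no gene name. For 185 of the 326 and 63 of the 129 probes, the dimmer group was well above background on 0 of 4 microarrays in at least 1 stage, so that their fold-changes have only a lower bound there. All 4 microarrays of the brighter fraction lay above all 4 of the dimmer fraction in both stages for 319 of the 326 and 127 of the 129 probes. By chance, this would hold in 1 direction for 0.0204% of all probes, that is 11.4 probes, and it held for 1869 probes upward and 1475 downward. In proportion to their size, the background correction moved these counts most. With normexp on the raw signals in place of the processed signal, 86 probes were higher and 24 lower, since normexp with its offset of 50 draws the fold-changes of dim probes toward 0. With the methods' own test on the same values, 329 probes were higher and 130 lower.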

A list of selected genes is provided in heat-map format (Fig 6B) and in Table 1. As expected, atrial genes (e.g. *Sln*, *Gja5*, *Nppa*, *Tbx5*) were overrepresented in EH and PH, whereas ventricle-specific genes (e.g. *Lbh*, *Myh7*) were underrepresented. 

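*Sln*, which encodes the calcium pump regulator sarcolipin, had a normalized signal intensity of 675.3 ± 289.2 (SD, n = 4) in EL and 46418 ± 3993 in EH, a 74.3-fold difference (log2 fold-change 6.22, standard error 0.553, limma adjusted p = 7.14e-06). In P2 cells the signal was 2940.4 ± 2799.5 in PL and 146807 ± 13994 in PH, a 72.3-fold difference (log2 fold-change 6.18, adjusted p = 3.57e-06). The SD in PL was nearly as large as the mean. The probe lies on chromosome 9 of mm9 between 53701574 and 53701633.

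*Gja5* (connexin 40) was measured by a probe on chromosome 3 between 96857349 and 96857408. Its signal rose from 915.0 ± 156.9 in EL to 8983 ± 2276 in EH, 9.66-fold (log2 fold-change 3.27, adjusted p = 3.99e-05), and from 369.2 ± 219.4 in PL to 13566 ± 1167 in PH, 42.4-fold (log2 fold-change 5.40, adjusted p = 1.77e-07). A second *Gja5* probe was called in both stages as well (at least 3.02-fold and at least 3.74-fold), whereas another was well above background on 0 of 16 microarrays. *Nppa*, the gene of atrial natriuretic peptide, was 20.5-fold higher in EH (log2 fold-change 4.35) and 19.7-fold in PH (4.30). The T-box gene *Tbx5* was 6.59-fold higher in EH (log2 fold-change 2.72) and 11.6-fold in PH (3.53).

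The transcriptional regulator *Lbh* was 5.71-fold lower in EH (log2 fold-change -2.51, standard error 0.112) and 7.23-fold lower in PH (-2.85) at its brightest probe. At the *Lbh* probe of Table 1, the signal was 5.10-fold lower in EH (-2.35) and 7.87-fold lower in PH (-2.98). *Myh7*, the gene of the β-myosin heavy chain, was 3.15-fold lower in EH (log2 fold-change -1.66, standard error 0.128) and 22.3-fold lower in PH (-4.48). In EH, where *Myh7* lay closest to the limit of 3-fold, its log2 fold-change was between -1.80 and -1.56 with 1 microarray left out in turn, the latter, short of 3-fold, without sample 2 of EH. At the probes of these 6 genes that have the highest mean signal, the microarrays of both fractions did not overlap in either stage.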

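The probe of *Myl7*, the gene encoding MLC-2a, lies on chromosome 11 of mm9 between 5798186 and 5798435. Its normalized signal intensity was 9441 ± 496 (SD, n = 4) in EL and 141491 ± 12145 in EH, a 15.0-fold difference (log2 fold-change 3.90, standard error 0.439, limma adjusted p = 5.77e-05). In P2 cells it was 4807 ± 4236 in PL and 214267 ± 23032 in PH, a 59.7-fold difference (log2 fold-change 5.90, adjusted p = 5.96e-07). The difference between the fold-changes of the stages, 2.00 on the log2 scale, had an adjusted p of 0.128. The probe was saturated on 0 microarrays.

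*Itga6* is covered by a pair of probes that gave different results. The probe listed in Table 1, on chromosome 2 between 71694756 and 71694815, had a signal of 625.4 ± 118.6 in EL and 11872 ± 1501 in EH, a 19.1-fold difference (log2 fold-change 4.26, standard error 0.144, adjusted p = 2.4e-09). In P2 cells its signal was 284.8 ± 46.1 in PL and 6450 ± 542 in PH, a 22.8-fold difference (log2 fold-change 4.51, adjusted p = 3.23e-10). The other probe, which the files assign to *Itga6* through an Ensembl transcript, lies at 71690633 to 71690692 and has the higher mean signal of both. Its signal was 2289 ± 256 in EL, 3441 ± 716 in EH, 8685 ± 1661 in PL and 9370.3 ± 1540.4 in PH. The log2 fold-change at this probe was 0.57 in EH (standard error 0.177, adjusted p = 0.0718) and 0.11 in PH (adjusted p = 0.869), so that it was called in neither stage. With the experiment as a block, the adjusted p in EH was 0.00681, within a range of 2.92e-07 (the median over both probes) to 0.313 over all alternatives, but the change at this probe stayed below 3-fold.

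**Figure D3:**
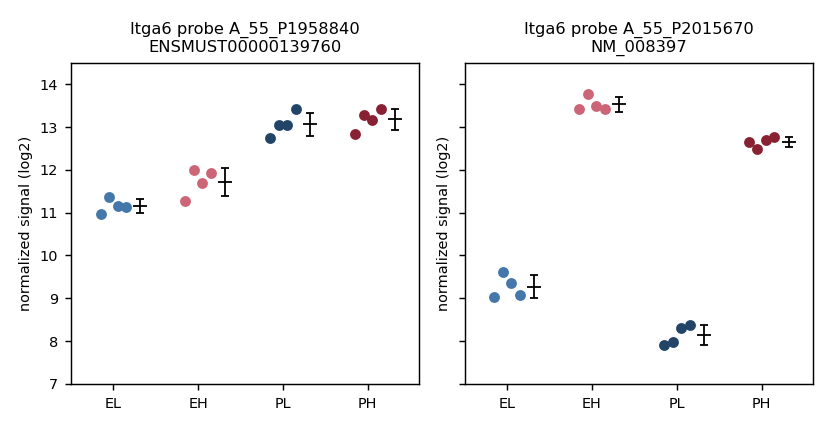
Log2 normalized signals at the probe of Table 1 and at the other *Itga6* probe, 1 panel per probe, with 1 point per microarray (n = 4 per group) for EL, EH, PL and PH; bars show the mean ± SD. The fractions lie 4.26 and 4.51 apart at the probe of Table 1 and 0.57 and 0.11 apart at the other probe, on which they overlap.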

Corresponding to the flow cytometry data, we found an enrichment of the gene encoding MLC-2a, *Myl7*, as well as of *Itga6* in EH and PH. No difference was observed for genes encoding general CM surface markers such as *Alcam*, *Vcam1* and *Erbb2* as well as for *Itga5*. 

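None of these 4 genes was called at either stage with limma, since every fold-change stayed below 3. The *Alcam* signal was 128.5 ± 17.4 (SD, n = 4) in EL and 182.6 ± 13.7 in EH (log2 fold-change 0.51, standard error 0.285, adjusted p = 0.404). It was 40.3 ± 17.4 in PL and 67.3 ± 16.0 in PH (0.83, adjusted p = 0.0865), where the adjusted p was 0.025 with the experiment as a block, within a range of 0.0187 to 0.347 over all alternatives. *Vcam1* had signals of 1828 ± 121 in EL and 1913 ± 114 in EH (0.07, adjusted p = 0.842), and of 873.6 ± 142.1 in PL and 1176 ± 97.8 in PH, a log2 fold-change of 0.44 with an adjusted p of 0.0128. That adjusted p rose to 0.135 after scaling to the 75th percentile, the highest over all alternatives, which reached down to 0.00173. The second *Vcam1* probe gave -0.28 and 0.44. For *Erbb2*, by which the E15.5 cells had been sorted, the signal was 716.2 ± 14.9 in EL and 864.0 ± 65.3 in EH (0.27, adjusted p = 0.131), and 352.4 ± 39.4 in PL and 553.8 ± 65.8 in PH (0.65, adjusted p = 0.000342). In this 1.57-fold difference in P2 cells, every PH microarray lay above every PL microarray. *Itga5* was lower in both ITGA6 high fractions, with log2 fold-changes of -0.41 in EH (standard error 0.149, adjusted p = 0.136) and -0.30 in PH (adjusted p = 0.295). With each stage fitted alone, the adjusted p in EH was 0.0236 for *Alcam* (range over all alternatives 0.0236 to 0.55), 0.0438 for *Erbb2* (0.0438 to 0.418) and 0.0118 for *Itga5* (0.0118 to 1). The EL and EH microarrays did not overlap for these 3 genes (two-sided exact permutation p = 0.0286). That test ignores a possible pairing of EL and EH by sample number, and its p may overstate the evidence. Without sample 5 of PL, *Itga5* in PH had a log2 fold-change of -0.45 and an adjusted p of 0.0281, the lowest of a range up to 1.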

Altogether, expression analysis confirmed selective enrichment of atrial and ventricular genes in the sorted fractions.

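Among the probes called in the same direction in both stages, with no overlap of the microarrays and all microarrays of the brighter fraction well above background, the 5 named genes with the largest fitted mean log2 fold-change upward were *Fgf12*, *Mybphl*, *Nr2f1*, *Gm1078* and *Sln*. The probes of *Fgf12*, *Nr2f1* and *Gm1078* were well above background on 0 of 4 microarrays of EL or of PL, so that their fold-change has only a lower bound there and their rank is not determined. *Mybphl* was 81.6-fold higher in EH (log2 fold-change 6.35, standard error 0.479, limma adjusted p = 1.84e-06) and 125.5-fold in PH (6.97). *Gm1078*, whose current RefSeq symbol is *Sbk3*, was at least 17.7-fold higher in EH and 136.7-fold in PH. Its signal in PL was 270.3 ± 281.1, with an SD above the mean. With 1 microarray left out in turn, its log2 fold-change in PH of 7.09 ranged from 6.47 to 7.75. From the expression analysis of the sorted fractions, the paper concludes that atrial and ventricular genes were selectively enriched in them.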

**Table 1:** List of fold-change values of selected genes with general or subtype-specific expression in mouse cardiomyocytes.

Gene	Name	Ref.	E15.5	P2
**genes that are higher expressed in atrial CM**				
*Fgf12*	Fibroblast growth factor 12	^[^ ^13^ ^]^	119.2	122.9
*Nr2f1*	Nuclear receptor subfamily 2, group F, member 1; COUP-TFI	^[^ ^24^ ^]^	65.4	100.2
*Nr2f2*	Nuclear receptor subfamily 2, group F, member 2; COUP-TFII	^[^ ^11^ ^,^ ^24^ ^,^ ^25^ ^]^	23.7	76.6
*Sln*	Sarcolipin	^[^ ^11^ ^,^ ^24^ ^]^	74.3	72.3
*Myl7*	Myosin light chain 2a; MLC-2a	^[^ ^12^ ^,^ ^25^ ^]^	15.0	60.5
*Slc24a4*	Na/K/Ca exchanger 4	^[^ ^11^ ^,^ ^25^ ^]^	11.0	54.5
*Bmp10*	Bone morphogenetic protein 10	^[^ ^26^ ^]^	29.5	51.0
*Gja5*	Connexin-40	^[^ ^11^ ^]^	9.7	42.4
*Myl1*	Myosin light chain alkali 1/2	^[^ ^25^ ^]^	75.5	38.0
*Kcnj3*	G protein-activated inward rectifier K channel 1; Kir3.1	^[^ ^11^ ^,^ ^25^ ^]^	18.0	32.5
*Itga6*	Integrin alpha-6; ITGA6; CD49f	new	19.1	22.8
*Nppa*	Natriuretic peptide precursor A; ANF	^[^ ^11^ ^,^ ^25^ ^]^	20.3	19.5
*Tbx5*	T-box transcription factor 5	^[^ ^11^ ^,^ ^25^ ^]^	6.6	11.6
*Hey1*	Hairy-related transcription factor 1; HRT-1	^[^ ^14^ ^]^	6.2	7.1
**genes that are expressed in CM**				
*Alcam*	Activated leukocyte cell adhesion molecule; ALCAM	^[^ ^6^ ^]^	1.4	1.8
*Tbx20*	T-box transcription factor 20	^[^ ^11^ ^]^	1.3	1.7
*Erbb2*	Receptor tyrosine-protein kinase ERBB-2; Her2; Neu; CD340	^[^ ^22^ ^]^	1.2	1.6
*Vcam1*	Vascular cell adhesion protein 1; VCAM-1	^[^ ^9^ ^]^	1.0	1.4
*Nkx2-5*	NK2 homeobox 5	^[^ ^11^ ^]^	1.2	1.2
*Gata4*	GATA-binding factor 4	^[^ ^11^ ^]^	-1.5	-1.0
**genes that are higher expressed in ventricular CM**				
*Lbh*	Limb bud and heart-expressed protein	^[^ ^11^ ^,^ ^24^ ^,^ ^25^ ^]^	-5.1	-7.9
*Myl2*	Myosin light chain 2v; MLC-2v	^[^ ^25^ ^]^	-2.2	-9.0
*Pln*	Cardiac phospholamban	^[^ ^11^ ^]^	-2.6	-9.2
*Myh7*	Myosin heavy chain, beta isoform	^[^ ^25^ ^]^	-3.1	-22.3
*Irx4*	Iroquois homeobox protein 4	^[^ ^11^ ^,^ ^15^ ^,^ ^25^ ^]^	-5.0	-47.5
*Hey2*	Hairy-related transcription factor 2; HRT-2	^[^ ^11^ ^,^ ^14^ ^]^	-30.8	-67.1

Positive fold-change values indicate a higher abundance in ITGA6^high^ as compared to ITGA6^low^-sorted cells, negative values demonstrate a higher abundance in ITGA6^low^-sorted cells in comparison to ITGA6^high^. 

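Fold-changes of a group of further genes listed in Table 1 were recomputed from the microarrays for the same probes, and for *Tbx20* also at its brightest probe. *Nr2f1*, the gene encoding COUP-TFI, was 65.4-fold higher in EH (log2 fold-change 6.03, standard error 0.458, limma adjusted p = 1.9e-06) and at least 46.0-fold in PH. *Myl1* was 75.5-fold higher in EH (log2 fold-change 6.24) and 38.0-fold in PH (5.25). *Hey1* was 6.18-fold higher in EH (2.63) and 7.10-fold in PH (2.83), with PL well above background on 2 of 4 microarrays. For *Slc24a4*, *Bmp10* and the *Kcnj3* probe, both ITGA6 low fractions were well above background on 0 microarrays. The signals in EH and PH were at least 5.95-fold and 22.8-fold higher for *Slc24a4*, at least 11.3-fold and 20.2-fold for *Bmp10*, and at least 7.07-fold and 14.6-fold for *Kcnj3*. With normexp, the log2 fold-changes of *Slc24a4* (1.00) and *Kcnj3* (1.29) in EH and of *Hey1* (1.54) in PH fell short of 3-fold. *Myl2*, the gene of the ventricular regulatory light chain, was 2.23-fold lower in EH (log2 fold-change -1.16, adjusted p = 0.000175), short of 3-fold, and 9.02-fold lower in PH (-3.17). Phospholamban (*Pln*) was 2.57-fold lower in EH (-1.36) and 9.16-fold in PH (-3.20). Of the general CM genes in Table 1, *Gata4* was lower in EH (log2 fold-change -0.57, adjusted p = 4.4e-05) and not in PH (-0.02). The *Tbx20* probe whose fold-changes match those in Table 1 had log2 fold-changes of 0.36 in EH (adjusted p = 0.477) and 0.77 in PH (adjusted p = 0.0406), with overlapping microarrays in both stages. The brightest *Tbx20* probe was higher in PH (log2 fold-change 1.08, adjusted p = 1.15e-05), and at 0.28 in EH its adjusted p was 0.166, or 0.0426 with the experiment as a block, the lowest of a range up to 0.875. These changes were below 3-fold.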

Differential gene expression was assumed for fold-change values ≥ 3.0 or ≤ -3.0.

### Embryonic ITGA6^high^ and ITGA6^low^-sorted cardiomyocytes display atrial and ventricular-like action potentials, respectively

To determine the viability and the functional subtype of the different CM fractions, action potentials (AP) were recorded from sorted E15.5 cells by patch-clamp experiments. 85.7% of the CMs (total n = 14) sorted with ERBB-2^+^/ITGA6^low^ (EL) exhibited typical AP shape and long AP duration characteristic for ventricular-like cells; in this group only one cell had an atrial-like and one a pacemaker-like phenotype (Fig 7A and 7B). The CM population sorted with ERBB-2^+^/ITGA6^high^ (EH) demonstrated a prevalently atrial-like phenotype with a very short AP duration (87.5%, total n = 16 cells); only two cells displayed a pacemaker-like and none a ventricular-like AP (Fig 7A and 7B). The most important AP parameters for both populations were quantified (Fig 7C) and yielded the following results: APD90: 132.6 ± 11.8 ms (EL), 47.4 ± 4.5 ms (EH); MDP: -60.1 ± 2.1 mV (EL), -61.2 ± 1.8 mV (EH); Max dV/dt: 16.3 ± 0.8 V/s (EL), 14.0 ± 0.7 V/s (EH). The two populations differed significantly for APD90. These values correspond to previous studies of murine embryonic CMs [9,27].

**Fig 7:**
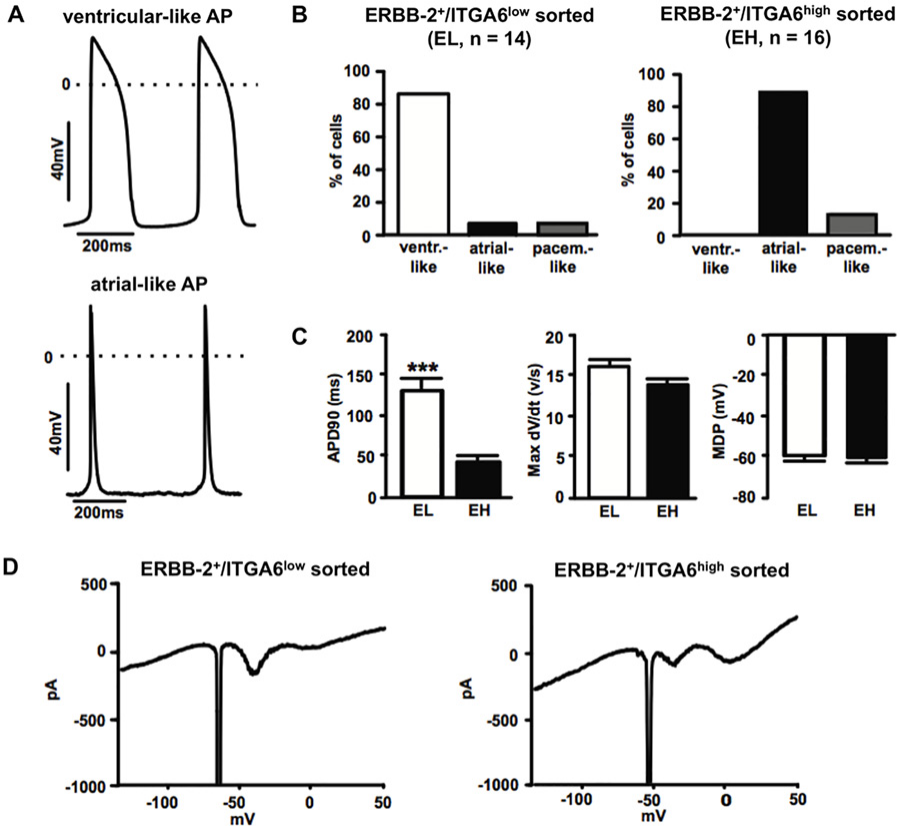
Functional subtype characterization of sorted cells confirms selective enrichment of atrial and ventricular cardiomyocytes. **(A)** Top graph, typical ventricular-like action potential (AP) of a cell from the EL group. Bottom graph, typical atrial-like AP from a CMs of the EH group. **(B)** Distribution of the cells in the two sorted groups. **(C)** Statistical analysis of AP parameters: left, action potential duration at 90% of repolarization (ADP90); mid, maximum rate of rise of the AP (max dV/dt); right, maximum diastolic polarization (MDP). Data are expressed as mean ± SEM. *** p ≤ 0.001 EL vs. EH. **(D)** Representative voltage ramps recordings from an E15.5 ERBB-2^+^/ITGA6^low^ CM (left) and an E15.5 ERBB-2^+^/ITGA6^high^ CM (right) show functional expression of inward and outward current components. Abbreviation: EL = E15.5 ERBB-2^+^/ITGA6^low^, EH = E15.5 ERBB-2^+^/ITGA6^high^, PL = P2 ITGA6^low^, PH = P2 ITGA6^high^.

We also analyzed the functional expression of voltage dependent currents by applying voltage ramps. These experiments illustrated that all major components of voltage activated currents, namely Na^+^, Ca^2+^ -and inwardly- and outwardly rectifying currents are expressed in EL and EH CMs (Fig 7D). These data demonstrate the physiological viability of the sorted cells as well as the successful separation into atrial- and ventricular-like CMs [9,28].

## Discussion

To date, several methods have been described to isolate CMs, e.g. by the surface markers VCAM-1 [9,10] or ALCAM [6,7]. The first surface marker-dependent isolation of a CM subpopulation, namely pacemakers, has been described based on transient ALCAM expression [8]. The isolation of atrial and ventricular CM populations at E11.5 using integrin expression has just recently been reported [17]. Herein we present a novel surface marker-dependent purification of atrial and ventricular CMs from embryonic as well as neonatal mouse hearts.

Our antibody-based surface marker screen on embryonic mouse hearts validated previously published CM surface markers. In addition, we identified ERBB-2 as a specific surface marker for CMs at day E15.5. It is well known that ERBB-2 plays an important role in early and later stages of cardiogenesis [22,29] and we show here that ERBB-2-based flow sorting even facilitates the purification of embryonic CMs with purities of > 94%.

Main α chain integrins in CMs are α1, α5, and α7, which heterodimerize with integrin β1 to form collagen, fibronectin and laminin-binding receptors, respectively. Additionally described is the expression of α6, α9 and α10 [16]. Nevertheless, integrins are found throughout the body, and subunit expression varies e.g. with developmental stages and cell-type. While ITGA5 is found mostly on embryonic and neonatal CMs, it is replaced by integrin α7 in the adult heart. Data from *in situ* hybridization and immunohistochemistry indicated expression of ITGA6 in the developing heart [30].

In our antibody screen, we discovered that atrial and ventricular CMs are characterized by differential expression of ITGA6 and ITGA5 at E13.5. This is in line with the findings of Tarnaswki and co-worker who used a triplet to integrin α chains for the isolation of CM subtypes a E11.5 [17]. Using qRT-PCR and electrophysiology they classified the flow sorted populations as atrial (ITGA6^+^ITGA1^-^ITGA5^-^), ventricular compact (ITGA6^-^ITGA1^+^ITGA5^+^), and ventricular trabecular cells (ITGA6^+^ITGA1^+^ITGA5^+^).

Our single cell analysis of mechanically separated E13.5 hearts revealed that the expression level of a single surface marker, i.e. either ITGA6 or ITGA5, can discriminate between atrial and ventricular CMs. Additionally, we could directly relate the variation in integrin expression levels to the expression of MLC-2a (ITGA6^high^, ITGA5^low^) and MLC-2v (ITGA6^low^, ITGA5^high^)

More importantly, we show that the differential ITGA6 expression in atrial and ventricular CMs is not a transient feature as it is for ITGA5 but persists throughout heart development and could even be demonstrated in adult hearts. This makes ITGA6 stand out from all previously identified CM surface markers.

Although flow cytometry-based discrimination of CM subtypes requires only one surface marker, ITGA6, CM purification needs either a second surface marker or a CM pre-enrichment step. We unequivocally demonstrate that ERBB-2 is a suitable second marker for discrimination of CMs and non-CMs at E15.5 and that magnetic pre-depletion of non-myocytes facilitates the isolation of highly pure atrial and ventricular CMs from neonatal hearts. Based on the expression kinetics we suggest VCAM-1 or ALCAM as additional CM markers for the isolation of CM subtypes of earlier embryonic stages. In fact, an efficient purification of CMs from E9.5 –E12.5 mouse hearts by flow sorting of VCAM-1^+^/PECAM-1^-^ cells has been described [9]. Combined with ITGA6 we assume this could be used as an alternative purification strategy to isolate CM subtypes at these stages as well.

Apart from flow cytometry, we could also show the segregation of atrial and ventricular CMs by microarray analysis. In particular, the genes encoding key transcription factors of atrial and ventricular identity [11] such as the orphan nuclear receptor COUPT-TFII and HEY2 were found among the most differentially regulated genes and were absent from the ITGA6^low^ and ITGA6^high^ sorted fractions, respectively. Therefore, we were wondering whether ITGA6 is linked to the transcriptional networks that render atrial and ventricular identity. 

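By the same criteria as for the genes with the largest increase, the 5 named genes with the largest fitted mean decrease in the ITGA6 high fractions of both stages were *Hey2*, *Ush1c*, *Nkd2*, *Grik3* and *Prdm16*. All of these probes were well above background on 0 of 4 PH microarrays, so that their rank is not determined, and with normexp the log2 fold-changes of *Nkd2* (-1.10) and *Ush1c* (-1.33) in EH and of *Grik3* (-1.22) in PH fell short of 3-fold. *Ush1c* was 13.9-fold lower in EH, where 1 of 4 microarrays was well above background, and at least 21.9-fold lower in PH. *Nkd2* was at least 5.47-fold lower in EH and at least 6.54-fold in PH, *Grik3* at least 23.8-fold and at least 7.05-fold. *Prdm16* was 10.8-fold lower in EH and at least 11.5-fold in PH.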

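Values of single microarrays show how the genes of both factors behaved. *Nr2f2*, the gene encoding COUP-TFII, was well above background on all 4 EL microarrays, with log2 normalized signals of 5.66 to 6.25 against 10.37 to 10.56 in EH. In PL its log2 signals were 3.41 to 4.50, none of them well above background, against 10.15 to 10.29 in PH. *Hey2* had log2 signals of 7.79 to 8.25 in EL and 7.11 to 8.37 in PL. In EH it was not well above background in samples 2, 3 and 6, with log2 signals of 2.11, 1.80 and 3.65, and well above background in sample 8, with 4.46. In PH all microarrays lay between 1.80 and 1.81 and none was well above background. At E15.5, 131 of the probes higher in both ITGA6 high fractions were well above background on all 8 microarrays, and 7 of them had a larger log2 fold-change than *Nr2f2*.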

Recently, it has been described that COUP-TFII determines atrial identity since it promotes atrial (*Tbx5*) gene expression by tethering to SP1 binding sites and it represses ventricular gene expression (*Hey2*, *Irx4*) [11,29]. Therefore, we analyzed the *Itga6* core promoter in terms of regulatory elements using the TRANSFAC database (Rel. 3.3 06-01-1998). Based on an 85.0 threshold, 18 high-scoring transcription factor binding sites were identified in the *Itga6* promoter, among them seven Sp1 sites (S4 Table). This could provide a first possible link of ITGA6 to the transcription factor network specifying atrial identity. Further investigations like reporter gene and ChiP assays are required to better understand the potentially functional role of ITGA6 during establishment of CM subtypes.

In summary, we established a novel method to selectively identify and isolate primary atrial and ventricular CMs from mouse heart based on distinct expression levels of ITGA6. Our newly developed method facilitates the enrichment of viable CM subtypes suitable for any downstream application like physiological or biochemical analysis and *in vitro* cultivation. Although beyond the scope of our study, differential expression levels of ITGA6 may as well be detected on PSC-derived CMs or subtypes and as well enable their identification and selective enrichment.

## Supporting Information

S1 Fig Intracellular and surface marker expression of manually separated and dissociated atria and ventricles. **(A)** Density plots show representative flow analysis of the cardiomyocyte content in both fractions as indicated by α-actinin staining. **(B)** Identity of atrial and ventricular cells was analyzed by qRT-PCR with regard to transcript levels of the ventricle-specific *Myl2*, encoding MLC-2v, the atrium-specific *Myl7* (MLC-2a) and *Nppa* (ANF) as well as the endothelium-specific *Cdh5* (VE-cadherin). Gene expression was calculated relative to *Gapdh* and analyzed using the ΔΔCT method (S1 Methods). The fold change is calculated as a relative change of atrial versus ventricular expression. Bar graph shows mean ± SD, n = 5. **(C)** Density plots, co-labeling of surface markers LSEC, Endoglin, and ITGA2 with intracellular cardiac troponin T.
(TIF) Click here for additional data file.

S2 Fig Differential expression of ITGA6 in atria and ventricles at various developmental and postnatal stages. **(A)** Exemplary analysis. Determination of doublets by displaying FSC-A (X-axis) versus FSC-H (Y-axis); all events that are not on the diagonal are considered doublets and excluded from the analysis (NOT-gate, red dashed line). Definition of the cell population by displaying FSC-A versus SSC-A; only events of the main population are considered cells and included in the analysis (black line). Unless blood cells are not removed by lysis, they are labeled with antibodies against CD45 and Ter119 in one fluorescence channel (e.g. APC) and detected by displaying blood cells versus FSC-A; all CD45^+^ or Ter119^+^ cells are excluded from the analysis (NOT-gate, purple dashed line). Further analysis gates are set on unstained cells or secondary antibody controls. % refers to the entirety of the cells displayed in the plot which depend on the parent gates. **(B)** Representative flow analysis of mouse hearts of various developmental stages. Density plots, whole-heart cell suspensions were co-labeled with antibodies against ITGA6 and α-actinin. Histograms, ITGA6 expression gated on α-actinin^+^ cells of whole-heart (top row) and of mechanically separated atrial (mid row) and ventricular cells (bottom row). At all investigated stages atrial and ventricular CMs increasingly differ in ITGA6 expression intensity. **(C)** Histograms, cardiomyocytes were purified from P8 whole-heart, atria, and ventricles, and labeled with an antibody against ITGA6. There was only one peak detectable in the whole-heart preparation (left plot) but staining of isolated fractions revealed a remaining difference in ITGA6 expression intensity between the two fractions (right plot). Overlay: red peak = ventricular fraction, blue peak = atrial fraction. **(D)** Histogram, cardiomyocytes were isolated from adult atria and ventricles (S1 Methods), and were co-labeled with antibodies against ITGA6 and cardiac troponin T. There is a difference in ITGA6 expression intensity. Overlay: red peak = ventricular fraction, blue peak = atrial fraction. Abbreviations: A–area, H–height, FSC–forward scatter, SSC–side scatter, APC–allophycocyanin, PE–R-phycoerythrin, FITC–fluorescein.
(TIF) Click here for additional data file.

S3 Fig Temporal expression pattern of ALCAM, VCAM-1 and ERBB-2 in the developing mouse heart. Representative flow analysis of mouse hearts of different developmental stages (E11.5 –P2). Density plots, whole-heart cell suspensions were co-labeled with antibodies against α-actinin (X-axis) and the surface markers ALCAM, VCAM-1 or ERBB-2 (Y-axis). Gates were set to corresponding unstained controls. As illustrated, cardiac expression of the markers was highly regulated during development. Cardiomyocyte-specific expression of ALCAM and VCAM-1 at E11.5 as well as of ERBB-2 at E15.5 is indicated by the red rectangle.
(TIF) Click here for additional data file.

S4 Fig Correlation matrix showing the relationship of gene expression profiles. In four independent experiments embryonic and neonatal mouse heart cells were flow sorted and collected for gene expression analysis. The matrix was generated by unsupervised hierarchical clustering of pair-wise correlation coefficients (Pearson). Correlation coefficients are indicated by their color from 0.94 (black) to 1.0 (yellow). As depicted in the heat-map, hierarchical clustering of the complete dataset by experiments resulted in a clear separation of the different sample groups. EL = E15.5 ERBB-2^+^/ITGA6^low^, EH = E15.5 ERBB-2^+^/ITGA6^high^, PL = purified P2 CM ITGA6^low^, PH = purified P2 CM ITGA6^high^; n = 4.
(TIF) Click here for additional data file.

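For the re-analysed signals, 1 minus the Pearson coefficient was used as the distance between microarrays and clusters were joined by average linkage, a choice made here because the paper's text does not name the linkage. At 4 clusters, 16 of 16 microarrays fell into a cluster that held all 4 samples of their own group and no other. The number was 16 of 16 as well after scaling to the 75th percentile, with normexp, with the lowest signals raised to background, with the authors' deposited values, with detected probes alone and with outlier spots kept. With any 1 microarray left out, 15 of 15 were clustered with their group.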

S1 Methods Supplemental methods and materials. (DOC) Click here for additional data file.

S1 Table List of tested antibodies, staining conditions and frequencies of the Antibody-based surface marker screening. (XLS) Click here for additional data file.

S2 Table List of differentially expressed genes with a higher abundance in embryonic and neonatal ITGA6^high^ sorted cells (alphabetical order). Positive fold change values indicate a higher abundance in ITGA6^high^ as compared to ITGA6^low^-sorted cells; differential gene expression was defined as a fold change value ≥ 3.0.
(XLSX) Click here for additional data file.

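S2 Table lists 329 probes under 283 names. These names were counted as that table prints them, and cannot be compared with the 240 gene names counted above for 326 probes. For each probe it gives the fold-change of EH against EL and of PH against PL on the linear scale. The authors computed these from quantile-normalized log2 signals. Of these 329 probes, 326 were called higher in both stages with limma. The other 3 were at least 3-fold higher in both stages but had an adjusted p above the limit of 0.05 in 1 stage. *Emp1* had log2 fold-changes of 1.67 in EH (adjusted p = 0.063) and 1.85 in PH (adjusted p = 0.0281). *Nsg2* had 3.15 in EH (adjusted p = 0.00435) and 1.99 in PH (adjusted p = 0.0507). A probe for an intergenic non-coding transcript on chromosome 8 had 1.74 (adjusted p = 0.0747) and 2.34 (adjusted p = 0.0108). Over S2 and S3 Tables together, 457 entries were compared with the values recomputed from the scanner output, and the largest difference in log2 fold-change was 0.0863 at E15.5 and 0.112 at P2.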

S3 Table List of differentially expressed genes with a higher abundance in embryonic and neonatal ITGA6^low^ sorted cells (alphabetical order). Negative fold change values indicate a higher abundance in ITGA6^low^ as compared to ITGA6^high^-sorted cells; differential gene expression was defined as a fold change value ≤ -3.0.
(XLSX) Click here for additional data file.

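S3 Table gives negative fold-changes, that is the signal in the ITGA6 low fraction divided by that in the ITGA6 high fraction with a minus sign, for probes lower in both EH and PH. The copy used here held 128 of the 129 entries, so no overlap of gene lists was tested on it. The median difference between the log2 fold-changes of both supplementary tables and the recomputed ones was 0.000189 at E15.5 and 0.000267 at P2. The authors' deposited log2 values differed from the recomputed ones by a median of 0.000294.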

S4 Table List of transcription factor binding sites in the Itga6 core promoter. (XLSX) Click here for additional data file.

S1 Video Contracting flow sorted ERBB-2^+^/ITGA6^low^ cells. E15.5 mouse hearts were flow sorted into ERBB-2^+^/ITGA6^low^ cells (EL) and plated on fibronectin-coated dishes. 10 s videos were recorded from spontaneously beating cells 24 h after plating.
(AVI) Click here for additional data file.

S2 Video Contracting flow sorted ERBB-2^+^/ITGA6^high^ cells. E15.5 mouse hearts were flow sorted into ERBB-2^+^/ITGA6^high^ cells (EH) and plated on fibronectin-coated dishes. 10 s videos were recorded from spontaneously beating cells 24 h after plating.
(AVI) Click here for additional data file.

# Supplementary material for: Differential Expression Levels of Integrin α6 Enable the Selective Identification and Isolation of Atrial and Ventricular Cardiomyocytes
**Source:** PLoS One. 2015 Nov 30;10(11):e0143538. doi: 10.1371/journal.pone.0143538
**Supplement:** S1 Methods

**Supplemental Methods**

**Quantitative (q)RT-PCR analysis**

The transcript levels of *Myl2*, *Myl7*, *Nppa*, and *Cdh5* have been investigated by real-time quantitative PCR using PerkinElmer Applied Biosystems prism model 7000 sequence detection system (PE ABI 7000 SDS). RNA was isolated from dissociated atrial and ventricular fractions obtained from pools of 10 - 15 mouse embryos (CD1, wt, E13.5) using the NucleoSpin® RNA Kit (Macherey-Nagel). 6 ng of globally amplified cDNA libraries were used as template for each PCR analysis, all assays were performed in triplicates. Forward and reverse primer sequences were as follows: *Myl2*: CATTCAAGGTGTTTGATCCCG and TGCGAACATCTGGTCGATCTC, *Myl7*: AGGAGACCTATTCCCAGCTCG and CGAAGAGTGTGAGGAAGACGG, *Nppa*: AGAGACGGCAGTGCTCTAGGG and AGCGAGCAGAGCCCTCAGT, *Cdh5*: ATCTACGGCTACGAGGGCG and TCCCCAGTCGTTGAGGAAGT, *Gapdh*: ACCTGCCAAGTATGATGACATCA and TGCTGTTGAAGTCGCAGGAGACAA. The cycle conditions were: 95°C for 10 min followed by 40 repeats of 95 °C for 15 s and 60 °C for 1 min. For each amplified product, melting curves were determined according to the supplier’s guidelines ensuring specific amplification. For each run, negative controls were performed by omitting the template. The target gene expression was calculated relative to the *Gapdh* expression, analyzed using the ΔΔCT method and expressed as a relative fold change of atrial versus ventricular cell fraction.

**Dissociation of adult heart tissue**

Adult hearts (CD1, wt, 9 wks) were isolated and enzymatically dissociated using the Langendorff perfusion method as described in S1 with minor variations. Animals were sacrificed by cervical dislocation. Hearts were dissected and perfused in a Langendorff aperture using oxygenated Ca2+-free Tyrode solution (135 mM NaCl, 4 mM KCl, 1 mM MgCl2, 2.5 mM HEPES, 5 mM Glucose, pH 7.4) with 25 mM 2,3-Butanedione monoxime (BDM) for 5 min. The enzymatic digestion with 1 mg/ml (activity 0.199 U/mg) Collagenase B and 0,033 mg/ml Trypsin was performed in oxygenated Tyrode solution supplemented with 25 mM BDM and 50 µM CaCl2 for 12 min. After enzymatic pre-incubation the atria were removed from the ventricles and further digested separately. Ventricles were manually dissected and the reaction was stopped in oxygenated Tyrode solution with 25 mM BDM, 50 µM CaCl2 and 5% FCS. The cell suspension was filtered through a 100 µm Cell strainer and centrifuged (700 rpm, 1 min).

**Flow cytometry analysis of surface marker expression kinetics during mouse heart development**

Mouse hearts were isolated from embryos of different developmental stages (E11.5 – E17.5) or from neonates (P2) and mechanically separated into atria and ventricles. Pooled whole hearts as well as atrial and ventricular fractions were dissociated into single cells manually (embryonic) or automated (neonatal). Up to 106 single cells were incubated with antibodies in PBS containing 0.5 % BSA and 2 mM EDTA for 10 min at 4 °C. The antibodies used were: PE rat anti-mouse CD166 (ALCAM) (eBioscience, 1:100), Alexa Fluor® 647 rat anti-mouse CD106 (BD Pharmingen, 1:50), PE rat anti-mouse ErbB2/Her2 (R&D Systems, 1:10), for ITGA6 staining the PE rat anti-human and mouse CD49f antibody (Miltenyi Biotec, 1:11). In terms of blood cell exclusion embryonic tissue was co-labeled with PE or APC rat anti-mouse CD45 and rat anti-mouse Ter119 (both Miltenyi Biotec, 1:11). In order to co-label sarcomeric markers the Inside Stain Kit (Miltenyi Biotec) was used according to the manufacturer's instructions. Cells were incubated with 100 µL of Inside Fix (15 min, room temperature) and then incubated with the FITC-conjugated mouse anti-(sarcomeric) alpha actinin antibody (2 µg/mL) diluted in Inside Perm (10 min, rt). The labeled cells were resuspended in an adequate volume of staining buffer for flow cytometry analysis. Samples were measured on a MACSQuant® Analyzer (Miltenyi Biotec). Doublets, cell debris and eventually blood cells were excluded from the analysis (S2 Fig).

**Supplemental References**

S1. Stegemann M, Meyer R, Haas HG, Robert-Nicoud M. The cell surface of isolated cardiac myocytes - a light microscope study with use of fluorochrome-coupled lectins. J. Mol. Cell Cardiol. 1990;22:787-803.

How the deposited data were processed for this re-analysis (not part of the article)

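RNA of 4 groups of sorted mouse cardiomyocytes was compared, EL and EH at E15.5 and PL and PH at P2, with 4 microarrays per group and 16 in all. The authors deposited, for each microarray, the scanner output of Feature Extraction 10.7.3.1 with raw, background and processed signal intensities per spot, and a table of their own quantile-normalized log2 values per probe. In the processed signal intensity the software had already subtracted the background and put surrogate values in place of the dimmest spots. The paper's methods normalized by quantiles, transformed to log2 and tested with an analysis of variance, a Tukey test and a limit of 3-fold, which is called the methods' test here.

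Each microarray held 59305 spots that are not controls, for 55681 probes, of which 432 had more than 1 spot and up to 10. Spots marked as outliers by the software were left out, which concerned 8 probes, and the other spots of a probe were averaged. The probes were quantile normalized and transformed to log2. Quantile normalization assumes the same distribution of signals in every fraction. Since the median processed signal ranged from 5.34 to 6.86 in PL, from 6.19 to 10.7 in PH, from 7.50 to 7.96 in EL and from 8.42 to 14.7 in EH, well below the levels marked as well above background, the fold-changes of dim probes depend on how the background was subtracted. The highest median processed signal and the highest share of probes well above background belonged to sample 2 of EH. In all, 22250 probes were well above background on all 4 microarrays of at least 1 group, and 17202 on all 16.

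A mean per group was fitted with limma 3.58.1 in R 4.3.3, with its empirical Bayes step, for the contrasts EH against EL, PH against PL and the difference between both (the interaction). Probes with a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 3-fold were called. Two-sided exact permutation tests of 4 against 4 microarrays were computed for single genes, without regard to a pairing by sample number. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The procedure was tested on simulated data with 55673 probes and 6-fold changes. It found 97 of 100 probes raised in both stages, 99 of 100 lowered in both and 188 of 200 changed in a stage-dependent way. Of 55273 unchanged probes, it called 0 higher in both stages and 0 lower in both. Such a count was not made for the stage-dependent test or for a single stage. The methods' test found 98 and 100 of the first 2 kinds.

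The E15.5 microarrays lay on 2 slides, with samples EL 2, EL 8, EH 2, EH 3 and EH 8 on 1 slide and EL 3, EL 6 and EH 6 on another, which was scanned on another day. All P2 microarrays lay on 1 slide. Whether the sample numbers pair the fractions was checked on the deviations of each microarray from its group mean. For EL and EH of the same number these correlated with r = 0.255, 0.189, 0.450 and 0.379, all above the limit of 0.1 set for a pairing, whereas not all P2 pairs passed it. Of 120 pairs of microarrays, 0 held identical values, and the median absolute log2 difference over detected probes was 0.147 to 0.339 within groups and at least 0.278 between groups.

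The choices of test, threshold, named genes, marker lists and alternatives were made before the data were examined, with the exceptions given here. Named were all genes that the paper's microarray results, Table 1 or Fig 6 name, the 5 genes with the largest mean log2 fold-change in each direction among probes called in both stages without overlap and with all microarrays of the brighter group well above background, and the 3 genes with the largest positive and negative interaction among probes well above background on all 16 microarrays. Of several probes for a gene, the probe with the highest mean signal was used. Probe positions refer to mm9. Of 27509 probes whose accession RefSeq lists, 25492 carry the RefSeq symbol, and *Gm1078*, *Uts2d* and *Hbb-b1* are now *Sbk3*, *Uts2b* and *Hbb-bt*.

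The 10 lists of marker genes covered endothelial and endocardial, fibroblast and mesenchymal, smooth muscle and pericyte, epicardial, leukocyte, erythroid, neural and Schwann, pacemaker, cell cycle and pan-cardiomyocyte genes. Of these, the genes well above background on all 4 microarrays of at least 1 group were tested with limma's camera (preset correlation 0.01) and fry, with adjustment over all 20 tests. These choices were made after the data were seen: to name the 3 most abundant detected genes of each list, to test the lists for a difference between the stages, to give list medians with genes at their bound, to rank *Nr2f2*, and to set the correlation of both *Itga6* probes against that of other probes.

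Alternatives changed 1 choice at a time. Each microarray was scaled to its 75th percentile in place of quantile normalization, normexp (offset 50) replaced the processed signal, the authors' deposited values were used, only detected probes were tested, signals below each microarray's lowest signal well above background were raised to it (the background floor), outlier spots were kept, the slide or the experiment was added as a block, each stage was fitted alone, the methods' test replaced limma, the limit was set to 2-fold, the median over all probes of a gene was used, and each microarray was left out in turn. The combination of the deposited values with the methods' test was chosen after seeing the data. Counts of called probes were also computed for all 35 divisions of the microarrays of a stage into 4 and 4, and for 100 drawn from the divisions of both stages. Flow cytometry, electrophysiology, cell culture and promoter experiments were not analysed here.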

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

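The number of endothelial genes called in EH and the tests of a lower share of cardiomyocytes, of EL-like cells in EH and of both *Itga6* probes were chosen only after the results were seen, and so were the tests of list differences between the stages. All other tests were set in advance.

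The division by ITGA6 itself was compared with the other divisions of the same microarrays. Of 35 divisions of the E15.5 microarrays into 4 and 4, only 1, the division by ITGA6, gave as many called probes (907, next highest 17), and the same number, 1 of 35, holds at P2 (1476, next highest 11). Of the 8 E15.5 divisions that part all 4 pairs of equal sample numbers, the next highest gave 1. For probes higher in both stages and for probes lower in both, 1 of 100 divisions gave as many, and all others 0.

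The stage-dependent effect was past the limits for 670 probes, a difference between groups that the paper does not test. Of 100 reassignments of the stage, 2 gave as many probes, the real one included. The other one, with 2424 probes, exchanged the stage of 4 ITGA6 high and 1 ITGA6 low microarrays, so that it mostly measures the difference between the stages, and the highest of the rest had 415. Since reassigned groups mix both stages, the difference between the stages enters their spread, and these reassignments cannot decide whether chance gives such a number. With the slide as a block, 715 probes were past the limits.

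Among named genes, the log2 fold-change became more negative from E15.5 to P2 for the ventricular genes *Myh7* (by -2.83, limma adjusted p = 2.27e-06), *Irx4* (-3.26, adjusted p = 9.39e-07), *Myl2* (-2.02, adjusted p = 0.000114) and *Pln* (-1.83, adjusted p = 0.00184). The other ventricular genes of Table 1, *Lbh* (-0.34, adjusted p = 0.41) and *Hey2* (-1.12, adjusted p = 0.59), were not past the limits. EL-like cells in EH were tested as an explanation for the genes that fell less in EH. Such cells would leave every gene of EL in EH at the share that *Myl2* keeps. *Myl2* kept 44.9% of its EL level in EH and 11.1% of its PL level in PH. Of 19867 probes well above background in EL, 24 kept less than 0.5 times the share of *Myl2* by more than 2 standard errors, and 81 without that margin. The margin and the limit of 20 probes were chosen after the 81 were seen. The lowest share among probes well above background on all EL and EH microarrays was 8.93%. A mixture with average EL cells therefore cannot be the whole cause for *Myl2*. The other genes were not tested in this way, and a smaller share of EL-like cells in EH stays open. For sorted E15.5 cells, the paper reports that most but not all EH cells were positive for MLC-2a. Its recordings from EH cells found no ventricular-like action potential. A subset of EL cells unlike the average, and a difference in development between the stages, remain open and were not tested. Saturation was tested for the small changes of the most abundant cardiomyocyte genes, and 0 spots were saturated.

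The interaction was also past the limits for *Nr2f2* (1.69, adjusted p = 0.00534), *Gja5* (2.13, adjusted p = 0.033), *Mlana* (3.62, adjusted p = 0.00595) and *Prdm16* (-1.89, adjusted p = 0.0191). *Nr2f2*, *Mlana* and *Prdm16* involve a group that was well above background on 0 of 4 microarrays, so that the size of the difference rests in part on signals near background. For *Mlana*, whose signal in EL was near background, the fold-change in EH has only a lower bound, so that the difference between the stages has only an upper limit, which was not computed. Raising dim signals shrinks the fold-change in EH and enlarges this difference, and the alternatives therefore do not test the background as its explanation. With normexp, the difference of *Nr2f2* became 0.36 (adjusted p = 0.0773, the highest of a range from 0.00122) and that of *Prdm16* -0.11 (-0.083 with the background floor, range of the adjusted p 0.00472 to 0.94), and the background subtraction may therefore account for their size. For *Gja5* the call was lost with the slide as a block (2.06, adjusted p = 0.0551, range 0.00554 to 0.638), with the median of probes (0.71) and with 10 of the 16 microarrays left out in turn.

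The largest differences among probes well above background on all 16 microarrays were those of *Mbp* (4.22, adjusted p = 2.52e-06), *Adamts8* (3.93, adjusted p = 1.99e-05) and *Dapk2* (3.74, adjusted p = 3.15e-05), which rose more at P2. They were -5.04 (adjusted p = 0.00103) for *Dcpp3*, -4.88 (adjusted p = 2.02e-06) for *Irx3* and -3.98 (adjusted p = 0.000145) for *Mapt*. No technical explanation was tested for these genes one by one, and a difference between the sorting strategies of E15.5 and P2, which are confounded with stage, stays open.

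Endothelial and endocardial genes, which the paper's microarray results do not discuss, were higher in EH than in EL, with a median log2 fold-change of 3.90 over 16 genes (camera adjusted p = 4.51e-13, fry adjusted p = 2.93e-05), 15 of them positive. With the 3 genes that have only a lower bound set to it, the median was 3.14, and with normexp it was 1.69 (adjusted p 1.93e-17 to 1.35e-08 over all alternatives). All 16 were well above background on all EH microarrays, 6 on all EL, 5 on all PL and 5 on all PH microarrays. Of the 16 genes, 12 were called higher, and 12 adjusted over the list alone. This number restates the increase and therefore cannot test endothelial cells in EH as its explanation. Of the abundant genes, *Egfl7* had a log2 fold-change of 2.40 and *Lmo2* of 4.15, whereas the brighter *Kdr* probe had -0.34 and the median over the *Kdr* probes was 1.84. In PH, where non-myocytes had been depleted, 1 gene, *Lmo2*, was called higher and *Robo4* lower, with a median of 0.19 (camera adjusted p = 0.366), or 0.16 over the 8 genes with a fold-change. *Icam2*, well above background on all PL and PH microarrays, had a log2 fold-change of 4.11 in EH and 0.13 in PH. Other values in PH go the opposite way: the median over the *Kdr* probes was 2.28 (adjusted p = 0.000144, up to 1 under other alternatives), and *Egfl7* had 0.86 (adjusted p = 0.0506, 0.00642 to 0.123 over all alternatives). The list as a set did not rise in PH, which argues against endothelial cells as a cause common to both ITGA6 high fractions, whereas a small share of such cells in PH stays open. The difference between the stages had a median of -3.30 (camera adjusted p = 2.76e-11, fry adjusted p = 0.00217), with 7 genes past the limits. A lower share of cardiomyocytes in EH, with all other cell types in the same proportions, would raise the markers of each. The epicardial list had a median log2 fold-change of -1.30, which argues against such a general rise. It cannot exclude a rise of some cell types only, since sorting for high ITGA6 need not admit all cell types alike. The leukocyte and the smooth muscle and pericyte lists were higher in EH (medians 1.82 and 1.11), and the fibroblast list was not called (-0.36). Endothelial cells among the sorted EH cells, or endothelial genes in atrial cardiomyocytes, may account for the increase, and the microarrays cannot separate these. For sorted E15.5 cells, the paper reports from flow cytometry that nearly all EH cells were positive for α-actinin. That leaves room for only a small share of other cells in EH, and does not exclude it. For E13.5, an earlier stage, the paper reports from flow cytometry that Endoglin was absent from CMs.

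The brighter *Itga6* probe, well above background on 16 of 16 microarrays, is not discussed in the paper. Its difference from the probe of Table 1 was 3.69 and 4.40 on the log2 scale, 16.1 standard errors or more, so that noise between probes of 1 transcript is excluded. Saturation is excluded as well, with 0 saturated spots. Another RNA read by the brighter probe cannot be told apart from a transcript form. The deviations of both probes from their group means correlated across 16 microarrays with r = 0.60 (permutation p = 0.0148, adjusted 0.0148) and rho = 0.62 (permutation p = 0.0119, adjusted 0.0148), and with r = 0.546 without the 2 farthest microarrays. Of 17198 other probes, 970 correlated as highly with the probe, which places it at the 94.4th percentile (median r = -0.016).

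In 8 of 185 groups of 4 values a single microarray lay far from the others, about as many as the 1 in 20 that chance gives. The log2 signal of *Myl7* was 13.09 in sample 8 of EL (others 13.23 to 13.25), that of *Gja5* 13.53 in sample 2 of PH (13.77 to 13.82) and that of *Gata4* 10.66 in sample 2 of EH (10.53 to 10.55). *Myh7* had 17.84 in sample 8 of EL (others 17.92, equal through quantile normalization), and *Ush1c* 8.44 in sample 3 of PL (8.57 to 8.60). *Adamts8* had 8.70 in sample 2 of EL (8.08 to 8.13) and *Dcpp3* 9.84 in sample 4 of PL (8.18 to 8.46). The share of probes well above background was 41.0% in sample 2 of EL, against 38.9% to 39.2% in the others. No explanation was tested for these values.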

How the results depend on the processing

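All of these alternatives but 1 were set in advance. The deposited values with the methods' test were chosen after the data were seen. They gave 329 and 130 probes higher and lower in both stages, and the limma counts were the same with the deposited values and with outlier spots kept.

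Counts moved by more than 1.5 times with normexp, with the background floor and with 2-fold as the limit. With normexp, 86 probes were higher and 24 lower in both stages, 164 higher and 43 lower in EH, 276 higher and 142 lower in PH, and 233 stage-dependent. With the background floor, 212 were higher in both stages, 422 higher in EH, and 573 higher and 312 lower in PH. With 2-fold, 589 were higher and 297 lower in both stages, 1099 higher and 632 lower in EH, 1570 higher and 1123 lower in PH, and 1066 stage-dependent. The offset and the floor raise low signals and thereby shrink the fold-changes of dim probes. The other alternatives kept between 310 and 329 probes higher in both stages and between 121 and 134 lower. With 1 microarray left out in turn, these counts ranged from 314 to 335 and from 119 to 135, those of EH from 581 to 692 and from 235 to 270, those of PH from 947 to 1007 and from 491 to 580, and the stage-dependent count from 572 to 709. The lowest correlation within a group was 0.970 to 0.989 and the highest between groups 0.967 to 0.989.

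Of 162 fold-changes of named genes, the number with the same direction and the same side of the adjusted p of 0.05, whatever the size of the change, was 152 with the 75th percentile, 157 with the floor, 155 with detected probes, 158 with the methods' test, 149 with normexp, 150 with the experiment as a block, 156 with the slide, 149 with each stage alone and 162 with the deposited values and with outlier spots kept, and 42 of 50 with the median of probes. With the experiment as a block, 11 fold-changes passed the adjusted p and that of *Smoc2* in EH no longer did. With the limit of 3-fold included, 86 of the 162 were called. Of these, normexp lost 15 (*Slc24a4*, *Mlana*, *Ush1c*, *Nkd2*, *Slc35f1*, *Cd68*, *Dbh* and the *Kcnj3* probe of Table 1 in EH, and *Hey1*, *Chrm2*, *Kcnj4*, *Grik3*, *Slc35f1*, *Krt19* and *Bmp4* in PH), the 75th percentile 2 (*Dbh* and *Myh6* in EH), the slide as a block 1 (*Dbh* in EH) and the other alternatives for the same probes 0. *Fcer1g* in EH became called with the floor, with detected probes and with either block. With 1 microarray left out in turn, calls were lost 8 times, for *Myh7* in EH, *Chrm2* in PH, *Cd68* in EH and *Dbh* in EH, and gained 3 times, for *Dcpp3* and *Fcer1g* in EH and *Dbh* in PH.

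The 75th percentile moved the median log2 fold-change of all probes to -0.18 in EH and -0.14 in PH, from -0.02 and -0.01. Directions changed with it for *Itga6* in PH (-0.088), *Vcam1* in EH (-0.052), *Tnnt2* in EH (-0.15) and *Actc1* in EH (-0.24). *Actc1* in EH was -0.084 with normexp and -0.0093 with the slide as a block, *Dcn* in PH was -0.033 with normexp and *Th* in EH -0.029 with the slide as a block. With the median of probes, *Vcam1* in EH was -0.11, *Kdr* 1.84 in EH and 2.28 in PH, and *Myh6* in PH 0.057. The cause was not tested beyond the shift of the median.

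Of 20 list medians, 12 kept direction and side of the adjusted p with the 75th percentile, 17 with normexp, 19 with either block and 20 with detected probes. With the 75th percentile they changed for the fibroblast (-0.36), cell cycle (-0.45) and pan-cardiomyocyte (-0.21) lists in EH, and for the smooth muscle (-0.072), epicardial (0.18), neural (0.91), pacemaker (1.34) and pan-cardiomyocyte (-0.39) lists in PH. Of these, the pan-cardiomyocyte list in EH and the smooth muscle list in PH changed direction, and the others became called. With normexp they changed for the fibroblast (-0.22) and cell cycle (-0.27) lists in EH and the leukocyte list in PH (0.0018). The pan-cardiomyocyte list in EH was -0.00073 with the slide as a block, and the cell cycle list in EH -0.27 with the experiment as a block.

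With 1 microarray left out in turn, 2538 fold-changes of named genes kept direction and side of the adjusted p, 17 changed direction, 19 newly passed it and 18 no longer did. Of the stage differences of named genes, 361 still passed it and 23 did not. Of the list medians, 302 kept theirs, 6 changed direction and 12 became called. In PH, the log2 fold-change ranged from -0.055 to 0.027 for *Gata4*, -0.51 to 0.31 for *Kdr*, -0.18 to 0.41 for *Dcn*, -0.57 to 0.085 for *Krt8*, -0.15 to 0.68 for *Csf1r*, -0.45 to 0.15 for *Fcer1g*, -0.33 to 0.022 for *Birc5* and -0.27 to 0.11 for *Cdc20*. In EH it ranged from -0.12 to 0.20 for *Th* and -0.0023 to 0.041 for *Actc1*. List medians in EH ranged from -0.51 to -0.25 (fibroblast), -0.0047 to 0.059 (pan-cardiomyocyte), 0.30 to 1.44 (erythroid) and -0.31 to -0.25 (cell cycle). In PH they ranged from -0.0026 to 0.43 (fibroblast), 0.36 to 1.00 (epicardial), -0.22 to 0.15 (cell cycle), 0.82 to 1.13 (neural) and -0.028 to 0.11 (leukocyte). Signals near background limit the fold-changes of the dimmest probes under all of these settings.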

Differences from the paper's values

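None of the 52 values of Table 1 or 17 values of Fig 6A that were compared differed by the criteria used. Of the Table 1 values that are not bounds, 40 of 42 lay within 5% of the paper's values. To differ, a value had to be off by more than 1.5 times and by more than the SD within groups. A bound had to exceed the paper's value by more than 1.5 times, which a lower bound from the same signals can hardly do. Probes were chosen by their match to Table 1 where the supplementary tables allowed it. With signals nearly equal to the authors' own, this comparison could hardly fail. The differences below concern statements.

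The paper gives 329 genes as higher expressed in both ITGA6 high fractions. With limma 326 probes were called. The number was 329 with the methods' test and with detected probes alone, and with the deposited values and the methods' test together, a combination chosen after seeing the values. That combination called all 329 entries of S2 Table, including *Emp1*, *Nsg2* and the chromosome 8 transcript.

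In its discussion, the paper describes *Nr2f2* as absent from the ITGA6 low and *Hey2* as absent from the ITGA6 high fractions, whereas its results section gives weak or no expression of both there. *Nr2f2* was well above background on 4 of 4 EL microarrays and 0 of 4 PL microarrays, and *Hey2* on 1 of 4 EH and 0 of 4 PH microarrays.

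The paper reports no difference for *Alcam*, *Vcam1*, *Erbb2* and *Itga5*. At P2, *Erbb2* and *Vcam1* differed with a limma adjusted p below 0.05, and also with the methods' test, at less than 3-fold.

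The paper states an enrichment of *Itga6* in both stages. This held at the probe of Table 1, whereas the brighter *Itga6* probe was called in neither stage with limma. Its change in EH was past the adjusted p, below 3-fold, with normexp, with detected probes, with the experiment as a block, with the methods' test and without sample 2 of EH. The median of both probes was called in both stages.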

Other observations

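The interaction test of the lists and the choice of the probes with opposite changes were made only after the values were seen.

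Besides the endothelial list, 4 lists were called in EH against EL by camera and by fry. The smooth muscle and pericyte list had a median log2 fold-change of 1.11 over 9 genes (camera adjusted p = 0.00217, fry 2.93e-05), the leukocyte list of 1.82 over 7 genes (0.00421 and 0.0247), with 1 gene called over all probes and 4 adjusted over the list alone, and the pacemaker list of 0.64 over 9 genes (0.00341 and 0.000183). The epicardial list of 9 genes was lower (camera adjusted p = 0.00341, fry 0.00466). The fibroblast list (-0.36, camera adjusted p = 0.0606), cell cycle list (-0.27, 0.0606), erythroid list (0.65, 0.336), neural list (0.38, 0.344) and pan-cardiomyocyte list (0.03, 0.881) were not called, and camera and fry differed in sign for the last. With the experiment as a block, the cell cycle list was called lower in EH (camera adjusted p = 0.00298, up to 0.151 under other alternatives). No gene was on a second list.

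In PH against PL, camera called none of the 10 lists. The medians were 0.15 for the fibroblast, 0.17 for the smooth muscle, 0.47 for the epicardial, -0.01 for the leukocyte, -0.58 for the erythroid, 0.94 for the neural, 1.31 for the pacemaker, -0.09 for the cell cycle and -0.09 for the pan-cardiomyocyte list. Fry alone called the epicardial (adjusted p = 0.0326), neural (0.000183), pacemaker (0.00208) and pan-cardiomyocyte (0.0213) lists. After scaling to the 75th percentile, camera called the same lists, with adjusted p of 0.0436, 0.0259, 0.0434 and 0.00271. Camera also called the epicardial list without sample 2 of PL (adjusted p = 0.027) and the neural list without sample 4 of PL (0.0317). With genes at their bound, or left out where both groups were near background, the medians were 0.23 for the fibroblast, 0.37 for the smooth muscle, 0.75 for the epicardial, -0.13 for the leukocyte and -0.82 for the erythroid list, and the others were the same.

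Between the stages, the epicardial list differed by 2.19 (camera adjusted p = 4.7e-06, fry 0.00109) and the smooth muscle list by -0.95 (0.00398 and 0.00109). Camera alone called the leukocyte (-2.35, 0.00275) and fibroblast (0.82, 0.012) lists.

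With limma, 5 probes were called higher in EH and lower in PH, and 0 the other way. At an unadjusted p under 0.05, these numbers were 7 and 1. The 5 probes measure *4933436C20Rik* (1.92 in EH and -2.74 in PH), *Dcpp1* (1.62 and -3.82) and a non-coding region of chromosome 8 between 94850247 and 94850377 with 3 probes (1.74 and -2.75, 1.62 and -2.38, 1.89 and -2.30). *Myh6* was higher in EH (1.84, adjusted p = 1.18e-07; 1.33, short of 3-fold, after scaling to the 75th percentile) and not in PH (-0.09), a difference of -1.93 (adjusted p = 6.54e-06).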
